# NF-κB inducing kinase is a therapeutic target for systemic lupus erythematosus

**DOI:** 10.1038/s41467-017-02672-0

**Published:** 2018-01-12

**Authors:** Hans D. Brightbill, Eric Suto, Nicole Blaquiere, Nandhini Ramamoorthi, Swathi Sujatha-Bhaskar, Emily B. Gogol, Georgette M. Castanedo, Benjamin T. Jackson, Youngsu C. Kwon, Susan Haller, Justin Lesch, Karin Bents, Christine Everett, Pawan Bir Kohli, Sandra Linge, Laura Christian, Kathy Barrett, Allan Jaochico, Leonid M. Berezhkovskiy, Peter W. Fan, Zora Modrusan, Kelli Veliz, Michael J. Townsend, Jason DeVoss, Adam R. Johnson, Robert Godemann, Wyne P. Lee, Cary D. Austin, Brent S. McKenzie, Jason A. Hackney, James J. Crawford, Steven T. Staben, Moulay H. Alaoui Ismaili, Lawren C. Wu, Nico Ghilardi

## Abstract

NF-κB-inducing kinase (NIK) mediates non-canonical NF-κB signaling downstream of multiple TNF family members, including BAFF, TWEAK, CD40, and OX40, which are implicated in the pathogenesis of systemic lupus erythematosus (SLE). Here, we show that experimental lupus in NZB/W F1 mice can be treated with a highly selective and potent NIK small molecule inhibitor. Both in vitro as well as in vivo, NIK inhibition recapitulates the pharmacological effects of BAFF blockade, which is clinically efficacious in SLE. Furthermore, NIK inhibition also affects T cell parameters in the spleen and proinflammatory gene expression in the kidney, which may be attributable to inhibition of OX40 and TWEAK signaling, respectively. As a consequence, NIK inhibition results in improved survival, reduced renal pathology, and lower proteinuria scores. Collectively, our data suggest that NIK inhibition is a potential therapeutic approach for SLE.

## Abstract (web summary)

Clinical trials of BAFF blockade with belimumab have shown partial efficacy for the treatment of systemic lupus erythematosus (SLE), so other therapeutic options are required. Here, the authors present a new small molecule inhibitor that targets NIK with a similar efficacy to BAFF inhibition in two mouse models of SLE.

## Introduction

Systemic lupus erythematosus (SLE) is a chronic autoimmune disease characterized by multi-organ inflammation, resulting from loss of tolerance to self-antigens and production of anti-nuclear antibodies. These antibody–nuclear antigen complexes drive inflammation in multiple organs, including the kidney, resulting in tissue damage^1^. It is thought that nucleic acid–immune complexes activate the innate immune response through Toll-like receptors (TLR) 7 and 9 in plasmacytoid dendritic cells (pDC) and other cell types^2,3^, driving production of type I interferon. The resulting interferon signature metric not only correlates with SLE disease severity in human patients^4^, but also promotes disease, as blockade of type I interferon signaling through anifrolumab has shown promising efficacy in a phase II clinical trial^5^.

In addition to TLR and type I interferon (IFN), several tumor necrosis factor (TNF) receptor superfamily (TNFRSF) members are implicated in SLE pathophysiology^6^. B cell-activating factor (BAFF) and CD40 are required for B cell survival and differentiation to auto-antibody-producing plasma cells^7^. Blockade of CD40 ligand (CD40L) showed promising effects in early lupus clinical trials, even though development was halted due to thrombotic side-effects^8^. On the other hand, BAFF blockade through belimumab is partially efficacious and is the only new therapy for lupus approved in more than 50 years^9^. Furthermore, TNF-related weak inducer of apoptosis (TWEAK) signaling has been implicated in chronic kidney inflammation and disease^10^, and a TWEAK blocking antibody is currently in clinical trials for lupus nephritis^11^. Genome-wide association studies have also revealed an expression quantitative trait locus (eQTL) in the gene encoding the T-cell co-stimulatory molecule OX40L, and indeed OX40-L is highly expressed in patients with SLE^12,13^. Furthermore, OX40 agonism accelerates disease, and OX40 blockade delays disease in the NZB/W F1 model of SLE^14^. Combined inhibition of all of these pathways, for example through targeting a common downstream signaling pathway, therefore holds the promise of superior efficacy compared to existing treatments in SLE.

TNFRSF-mediated NF-κB signaling occurs through two distinct pathways. In canonical NF-κB signaling, receptor activation leads to degradation of I-κB downstream of IKK α/β/γ complexes, which results in translocation of canonical NF-κB subunits, such as p65/p50, to the nucleus, where they trigger immune gene expression^15^. Non-canonical signaling is strictly dependent on NIK (*MAP3K14*)^16^. This pathway is constitutively attenuated by continuous degradation of NIK protein through its association with the TNF receptor-associated factors 2/3-ubiquitin ligase complex^17^. TNFRSF signaling leads to dissociation of NIK from this complex, which allows it to accumulate and phosphorylate IKKα^16^. IKKα in turn phosphorylates NF-κB p100, which then gets cleaved to release the mature transcription factor p52. p52 then dimerizes with RelB, translocates to the nucleus, and triggers transcription of target genes^15,16,18^.

NIK deficient mice, or mice that express a variant of NIK protein (aly mutation) unable to associate with IKKα, cannot activate the non-canonical NF-κB pathway. These mutant mice are severely immune-deficient as a result of disrupted splenic and lymphoid organ architecture^19^, and reduced or missing lymph nodes^19–21^. These developmental phenotypes are similar to those observed in non-canonical NF-κB (Nfkb2, Relb)-deficient^22^, IKKα-AA mutant^16,23^, and lymphotoxin or lymphotoxin-β receptor deficient mice^24,25^. NIK deficiency also results in reduced B cell populations similar to BAFF or BAFF receptor 3 (BR3)-deficient mice^22,26,27^, reduced germinal center B cell numbers and reduced immunoglobulin (Ig) production^21,26,28^. Similar phenotypes have been detected in patients with mutations in *MAP3K14* or *NFKB2* that prevent non-canonical signaling^29,30^.

Importantly, congenital *map3k14* deficiency precludes validation of NIK as a therapeutic target due to the developmental phenotypes it causes. For that reason, we previously generated a conditional allele for *map3k14*. Deletion in the adult mouse, using a tamoxifen inducible CRE-ERT2 allele, replicated the B cell effects of germline deletion^31^, and deletion using CD4-CRE revealed non-redundant functions of NIK in T cells^32^. Furthermore, CD11c-CRE-driven NIK deletion rendered dendritic cells (DC) partially refractory to CD40 stimulation and compromised their cross-priming ability^33^. These results support the idea that pharmacological intervention, using a NIK small molecule inhibitor (SMI), may confer therapeutic benefit with an acceptable safety margin. To test this hypothesis, we generated a potent and highly selective NIK SMI. Using this molecule, here we demonstrate a critical function of NIK kinase activity in non-canonical NF-κB signaling and a disease promoting role in the NZB/W F1 model of SLE^34^.

## Results

### NIK SMI1

NIK SMI1 is a potent SMI of NIK (Fig. 1a, supplementary methods), identified through a program of medicinal chemistry optimization described elsewhere^35^. Docking of the compound to the crystal structure of a previously published analog^36^ suggests a very similar binding mode. NIK SMI1 interacts with the hinge region of the ATP-binding site, making hydrogen bonds with Glu472 and Leu474. The alkyne motif traverses a narrow channel, allowing access to a small pocket wherein the ligand makes a number of polar interactions that drive both NIK potency and broad kinome selectivity (Fig. 1b). NIK SMI1 potently inhibits human NIK enzymatic activity (Fig. 1c) and was roughly 1.7-fold less potent on murine NIK (Table 1 and Supplementary Table 2). Inhibition of cellular non-canonical NF-κB signaling was monitored in anti-LTβR-stimulated HeLa cells by high content imaging of nuclear p52 (Fig. 1d) and confirmed by western blot analysis (Supplementary Fig. 1a). NIK SMI1 potently inhibited anti-LTβR-induced nuclear p52 levels in these cells, while it had no effect on canonical signaling as measured by TNF alpha-induced nuclear relA levels (Fig. 1e, Supplementary Fig. 1b). Furthermore, this compound was also highly selective, as it inhibited only 3 out of 222 off-target kinases (KHS1, LRRK2, and PKD1 (PKCμ)) to an extent >75% at a concentration of 1 μM (Fig. 1f, Supplementary Table 1). To better estimate selectivity against these three kinases, we determined the *K*_i_ for these enzymes and confirmed NIK SMI1 to be highly selective (Table 1). Taken together, these data establish NIK SMI1 as a unique, highly potent, and highly selective inhibitor of non-canonical NF-κB signaling.

**Fig. 1:**
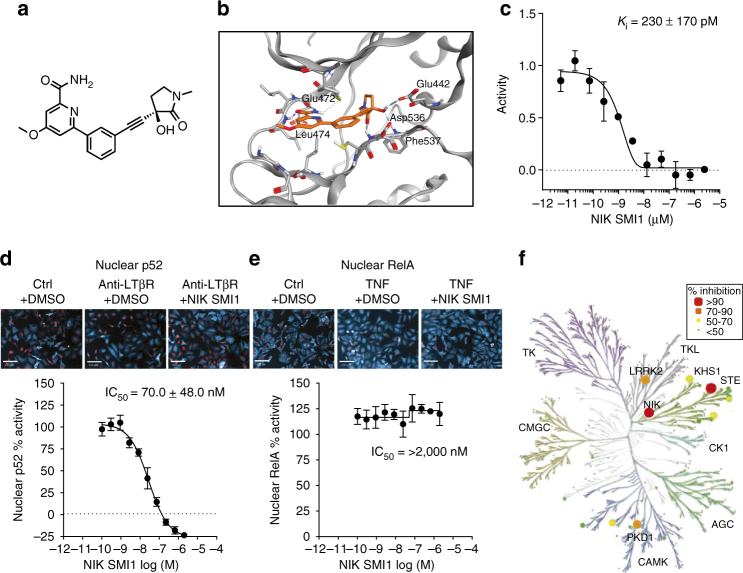
NIK SMI1 is a highly selective and potent inhibitor of NIK. **a** Structure of NIK SMI1 **b** Model of NIK SMI1 (orange) docked into the 4G3E crystal structure. The interaction surface around the ligand is depicted in blue and hydrogen bond contacts are in green. **c** Inhibition of human NIK enzymatic activity by SMI1. A representative curve is shown, and the calculated *K*_i_ represents the mean ± standard deviation of two independent experiments. **d**, **e** Inhibition of anti-LTβR induced non-canonical (**d**) and TNF induced canonical (**e**) signaling by NIK SMI1. We show representative images of p100/p52 (**d**) or RelA (**e**) in turquoise and nuclear staining for DRAQ5 in red (scale bar = 100 μm), and calculated the titration curves. IC_50_ measurements are listed as mean ± standard deviation from 5–8 independent experiments. **f** Kinase tree illustrating NIK SMI1 kinase selectivity when tested against a panel of 222 kinases. NIK and three potential off-target kinases, KHS1, LRRK2, and PKD1, are marked by colored circles representing percent inhibition observed at 1 μM NIK SMI1

**Table 1:** Potency of NIK SMI1 for NIK and most affected off target kinases

	NIK SMI1				
Target	*K*_i_ (nM)	Potency shift vs. hNIK *K*_i_ (fold)	Calculated IC_50_ (nM) if ATP = 1 mM	Potency shift vs. hNIK IC_50_ (fold) if ATP = 1 mM	*n*
hNIK	0.230 ± 0.170	–	23.2 ± 17.2	–	2
mNIK	0.395 ± 0.226	1.7×	39.9 ± 22.8	1.7×	4
hKHS1	49.6 ± 24.9	216×	951.4 ± 477.6	41×	5
hLRRK2	247.8 ± 175.1	1077×	3788 ± 2677	163×	5
hPKD1(PKCμ)	75.2 ± 48.4	326×	17464 ± 11204	757×	3

NIK SMI1 *K*_i_ were determined in activity assays for the different kinase targets, and predicted IC_50_ at 1 mM ATP for NIK and possible off-target kinases were calculated. Data are represented as mean ± standard deviation of the average for the number (*n*) of experiments conducted. For details on the calculation, please refer to methods and materials

### NIK SMI1 inhibits BAFF and CD40 signaling

We next investigated the effects of SMI1-mediated NIK inhibition on lupus relevant TNFRSF receptor signaling in primary mouse and human immune cells (Supplementary Table 2). BAFF-induced and CD40-induced p52 processing in human and mouse B cells was significantly inhibited by NIK SMI1 treatment (Fig. 2a, b). We also observed the accumulation of unprocessed p100 protein when CD40 was activated in B cells. This accumulation was most likely a result of p100 induction through the canonical NF-κB pathway downstream of CD40, and thus illustrates selective inhibition of only non-canonical signaling by NIK SMI1. Consistent with this interpretation, BAFF does not induce a strong canonical NF-κB response^16,22,37^, and we did not observe p100 accumulation upon BAFF stimulation and NIK inhibition.

**Fig. 2:**
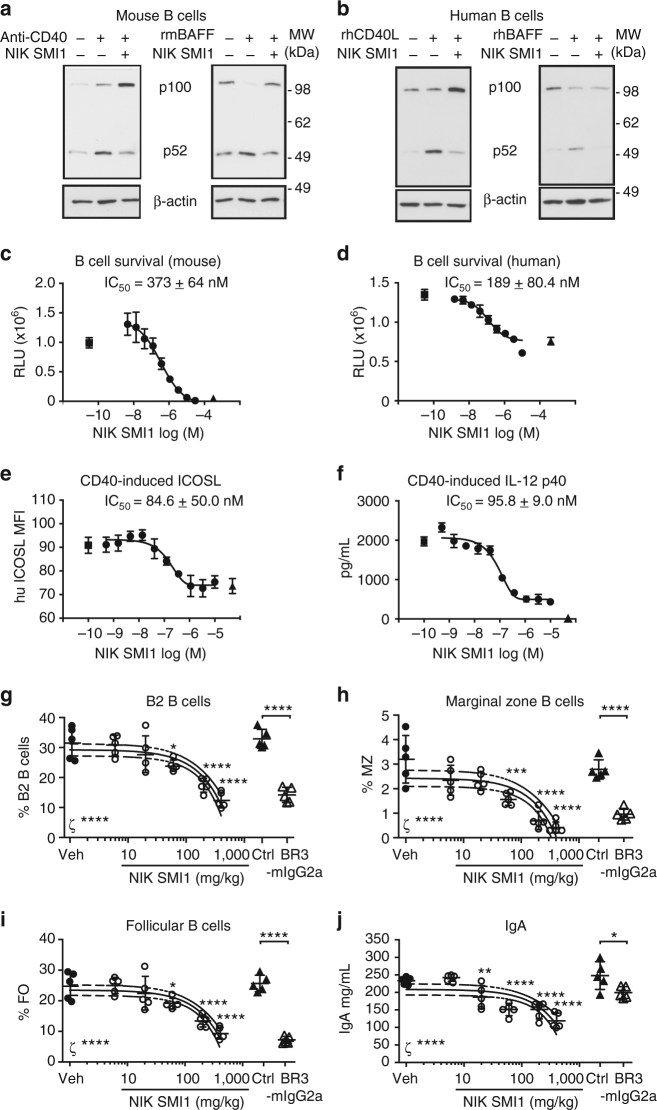
NIK SMI1 inhibits BAFF and CD40 induced signaling in B cells and IgA production. **a**, **b** Inhibition of anti-CD40 or BAFF induced p52 processing in murine (**a**) or human (**b**) B cells as analyzed by western blot. **c**, **d** Inhibition of BAFF induced survival of murine (**c**) or human (**d**) B cells in vitro. **e** Inhibition of rhCD40L induced ICOSL expression on human B cells isolated from PBMC. ICOSL MFI was determined by FACS analysis. **f** Inhibition of IL-12p40 production from human monocyte derived DC stimulated with rhCD40L. Triangles, unstimulated + DMSO; squares, BAFF or rhCD40L + DMSO; circles, BAFF or rhCD40L stimulation with NIK SMI1 titration. A representative curve is shown in each case, and IC_50_ values represent mean ± standard deviation of 2 (**c**), 3 (**d**), 4 (**e**), and 3 (**f**) experiments. (**g**–**j**) Dose-dependent in vivo effect of NIK SMI1 on B cell subsets and serum IgA. Frequencies of B2 B cells (CD5^-^ B220^+^) (**g**), marginal zone B cells (B220^+^ CD21^hi^ CD23^low^) (**h**), follicular B cells (B220^+^ CD21^low^ CD23^+^) (**i**), and concentration of serum IgA (**j**) are shown. Representative data of three independent experiments are shown. Data represented as mean ± standard deviation of 4–5 mice per group and linear regression curve (solid line) and 95% confidence interval curves (dashed lines) are drawn demonstrating statistically significant (ζ) negative slope and reduction with increasing NIK SMI1 dose. Statistics: Vehicle vs. NIK SMI1 doses, One-way ANOVA with Dunnett’s test for multiple comparisons. Isotype control vs. BR3-mIgG2a, unpaired *t*-test with Welch’s correction. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns not significant

NIK SMI1 completely inhibited BAFF-driven survival of mouse and human B cells in vitro with potency on human cells approximately two-fold higher than on mouse cells (Fig. 2c, d). NIK SMI1 also blocked CD40L-induced ICOSL expression with similar potency as in other assays (Fig. 2e). These data are consistent with observations made in NIK-deficient B cells^38^. In dendritic cells, NIK SMI1 nearly completely inhibited CD40L-induced IL-12p40 production (Fig. 2f), which again is consistent with observations in NIK-deficient DC^33^. NIK SMI1 also reduced anti-CD40-induced IL-12p40 production in WT but not in NIK-deficient mouse splenic DC (Supplementary Fig. 2), illustrating its specific action through inhibition of NIK. NIK-independent readouts, such as anti-IgM or rhCD40L induced B cell proliferation, were not affected (Supplementary Table 2), demonstrating that NIK SMI1 is not generally cytotoxic.

Dose-dependent inhibition of B cell survival was also observed in vivo. C57BL/6 mice were either treated twice daily for 7 days with orally administered NIK SMI1, or with three injections of recombinant BAFF receptor fusion protein (Br3-mIgG2a) over the course of the 7-day experiment as a positive control. NIK SMI1 serum levels at the highest doses exceeded the in vitro determined IC_90_ concentration (Supplementary Fig. 3a), suggesting that complete or near-complete target coverage had been achieved, and correlated well with suppression of marginal zone B cells (Supplementary Fig. 3b). B cell subsets were then monitored by flow cytometry (Supplementary Fig. 3c). NIK SMI1 treatment dose-dependently reduced splenic cellularity (Supplementary Fig. 3d) as well as the frequency and absolute numbers of total B2 B cells, marginal zone B cells, and follicular B cells in the spleen (Fig. 2g–i, Supplementary Fig. 3e-g). Furthermore, NIK inhibition reduced serum IgA levels by approximately 50% after 1 week of treatment (Fig. 2j), as predicted from the phenotype of NIK deficient mice^31,39–41^. At the highest doses, NIK inhibition quantitatively phenocopied the effects of BAFF blockade, and this is consistent with its non-redundant function in BAFF signaling.

### NIK is required for OX40-induced effects on T cells

We next investigated whether NIK was critical for OX40 signaling. We first used a conditional allele of NIK crossed to a CD4-driven CRE deleter strain^31,32^ and found that anti-CD3/CD28 activated NIK-deficient CD4^+^ T cells did not process p52 (Fig. 3a), nor did they hyper-proliferate upon OX40 stimulation (Fig. 3b). Similarly, NIK SMI 1 effectively neutralized anti-OX40 induced hyper-proliferation of splenic CD4^+^ memory T cells activated with anti-CD3/CD28 in vitro (Fig. 3c). OX40 stimulation also augmented anti-CD3/CD28 production of IL-2 (Fig. 3d), GM^−^CSF, CCL3 and CCL5 (Supplementary Fig. 4) in a NIK dependent manner. Thus, NIK is required for OX40 responsiveness in T-cells, and this result is consistent with T-cell defects observed in *map3k14* ^fl/fl^ × CD4-cre mice and conventional *map3k14* knockouts^32^.

**Fig. 3:**
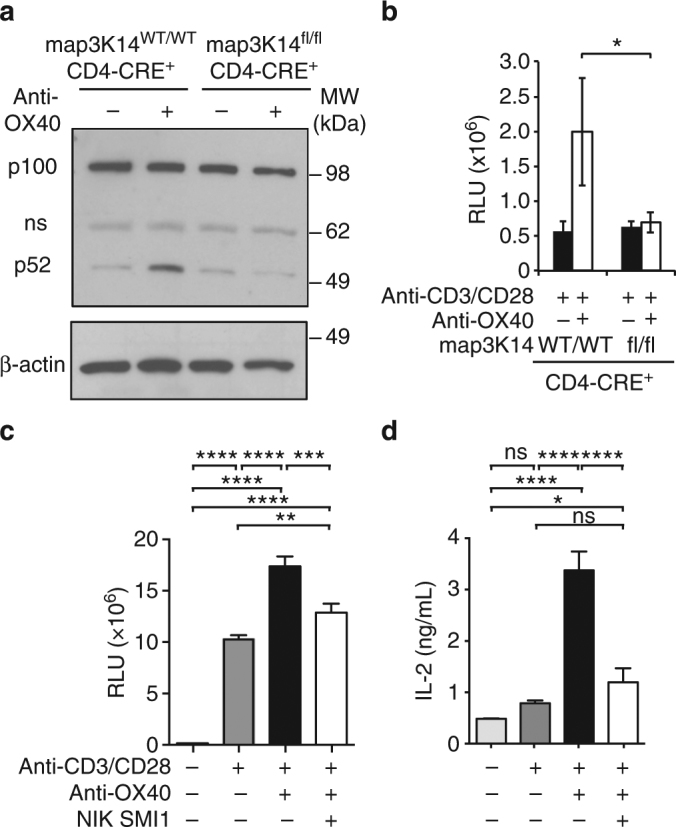
NIK is required for OX40-induced T cell co-stimulation. **a** Western blot of anti-OX40 agonist antibody induced p52 processing in anti-CD3/anti-CD28 stimulated CD4^+^ T-cells isolated from *Map3k14*^WT/WT^, CD4-CRE^+^ or *Map3k14*^fl/fl^, CD4-CRE^+^ mice. **b** anti-OX40 induced hyper-proliferation of CD4^+^ T-cells isolated from *Map3k14*^WT/WT^, CD4-CRE^+^ or *Map3k14*^fl/fl^, CD4-CRE^+^ mice as assessed by Cell Titer Glo (*n* = 2). **c** anti-OX40 induced hyper-proliferation of memory CD4^+^ T-cells in the absence or presence of 3 μM NIK SMI1 as assessed by Cell Titer Glo (*n* = 2). **d** Effect of NIK SMI1 on anti-OX40 augmented IL-2 production in **c**. Data are represented as mean ± standard deviation of three biological replicates. Statistics: **b**–**d** one-way ANOVA with Tukey’s test for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.001; ****p < 0.0001; ns not significant

### NIK is required for TWEAK-induced gene expression

Similar to other TNFRSF members, TWEAK can activate both canonical and non-canonical NF-κB signaling. To address the role of NIK in renal TWEAK signaling, we focused on renal proximal tubulo–interstitial epithelial cells (RPTEC), as this cell type is highly relevant to the well described pro-inflammatory role TWEAK plays in the kidney^42,43^. We first confirmed the requirement for NIK in TWEAK-induced non-canonical NF-κB signaling, and found that p52 processing was significantly reduced in murine and human RPTECs stimulated with TWEAK for 4, 8, and 24 h when NIK SMI1 was added (Fig. 4a). Then we stimulated primary murine RPTECs with TWEAK in the presence or absence of NIK SMI1 (3 μM) for 6 and 24 h, and performed RNASeq. 

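Primary murine RPTEC, epithelial cells of the renal tubule obtained from a commercial supplier, were left with vehicle (DMSO), stimulated with TWEAK at 100 ng/mL, or stimulated with TWEAK in the presence of 3 μM NIK SMI1. Cells were collected at 6 h and at 24 h, which gave 6 groups of 3 samples and 18 samples in total, and no group received NIK SMI1 alone. RNA was converted to libraries with the TruSeq RNA kit and sequenced. The sample labels and the paper's methods differ on the sequencer model, the read length and the amount of input RNA. The authors aligned the reads to the mouse genome (NCBI build 37) with GSNAP through the HTSeqGenie package, kept uniquely aligned reads, and deposited for every gene the number of reads in its exons, without normalization. The files list 36528 genes by their Entrez Gene identifiers. Between 18040966 and 51956444 reads per sample were counted on genes, with a median of 35374254 over the 18 samples. The group medians at 6 h were 37420386 reads with vehicle, 37867528 with TWEAK and 25047095 with TWEAK and NIK SMI1. At 24 h they were 20487325, 41838348 and 34488494 reads for the same treatments. At these depths, the smallest level that 3 reads can show lies between 0.05774 and 0.1663 CPM (counts scaled to a common library size) depending on the sample. As in the paper's methods, a gene was tested only if it had more than 10 reads in at least 4 samples, which 15521 genes had. All 18 samples were fitted together in edgeR with TMM normalization, the 6 groups were compared with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. The common biological coefficient of variation between samples of a group was 0.040381. Samples of the same group nevertheless differed by more than the sampling noise of their counts, with a chi-square per gene between 2.291 and 11.33 over the pairs and a Spearman correlation across genes between 0.99631 and 0.9982. For a single gene, an exact permutation test of 3 samples against 3 cannot give a p-value below 0.1, so complete separation of the samples is reported beside the adjusted p-values. The paper's methods state 3 replicates per treatment and name no separate animals or cell preparations. The SDs and p-values thus measure the spread between cultured samples. They are not known to cover a spread between animals or preparations. Gene symbols and positions were taken from the GENCODE M21 annotation of GRCm38, since the files hold neither.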

Strong induction of gene expression was observed at both 6 and 24 h, and the majority of TWEAK inducible genes were inhibited by NIK SMI1 (Fig. 4b, c). 

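TWEAK inducible genes were called with the cut-offs of Fig. 4b, a rise of more than 2-fold and a p-value below 0.05, taken here as the adjusted p-value. At 6 h, 271 of the 15521 tested genes were TWEAK inducible, with a median log2 fold change of 1.548. At 24 h there were 363, with a median log2 fold change of 1.5549. In 264 of the 271 genes and in 359 of the 363, every one of the 3 TWEAK samples lay above every one of the 3 vehicle samples. Both time points shared 203 inducible genes, while 68 passed the cut-offs at 6 h only and 160 at 24 h only. The largest induction at 6 h was that of Cd83, at a log2 fold change of 6.368 (standard error 1.14, adjusted p = 0.000119 from edgeR), with no read in any vehicle sample and 0.294 ± 0.00779 CPM (SD, n = 3) with TWEAK. Without vehicle reads, the size of this rise is not fixed by the data. At 24 h it was that of Pglyrp2, which rose from 0.01522 ± 0.0264 to 14.61 ± 1.11 CPM (SD, n = 3 each), a log2 fold change of 9.069 (standard error 0.29, adjusted p = 2.31e-19). Leaving out single samples moved this value between 8.71 and 11.96, the highest without vehicle sample 1, so its size is less certain than the standard error shows. NIK SMI1 lowered 126 of the inducible genes past its own cut-offs at 6 h, a decrease of more than 1.5-fold and an adjusted p-value below 0.05. These were 46.49% of the inducible genes (95% Wilson interval from 40.65% to 52.44%, which treats genes as independent). At 24 h, 206 genes passed, or 56.75% of the inducible genes (from 51.61% to 61.75%). Over both time points, 237 of the 431 genes inducible at either one were inhibited at the same time point, which is 54.99% (from 50.27% to 59.62%). The 3 samples with NIK SMI1 lay below the 3 TWEAK samples in all 126 inhibited genes at 6 h and in 205 of the 206 at 24 h. A decrease of any size past the adjusted p-value cut-off was found for 165 inducible genes at 6 h and 259 at 24 h, and no inducible gene was raised by NIK SMI1 past that cut-off at either time point. At 24 h, 1 TWEAK sample lacked the reads of pancreatic islet genes that the other 2 had and that all 3 samples with NIK SMI1 lacked as well. Against that sample alone, the 345 genes called inducible from the other 2 TWEAK samples had a median log2 fold change of −0.7434 with NIK SMI1. Measured in the same way against each of the 2 samples with islet reads, the median was −0.7542 and −0.7871. Against all 3 TWEAK samples it was −0.7893. When edgeR's glmTreat tested each fold change against the cut-off itself, the counts moved most, to 105 inducible and 35 inhibited genes at 6 h and to 174 and 82 at 24 h. From the induction at both time points and its reduction with the inhibitor, the paper concludes that most TWEAK inducible genes are inhibited by NIK SMI1.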

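Fig. 4d names 27 genes in 3 categories, and all 27 were tested. Each of them passed the cut-offs for induction by TWEAK and for inhibition by NIK SMI1 at 24 h. The legend of Fig. 4d presents them as TWEAK inducible and NIK-dependent genes of these same RNASeq data. Their passing was therefore largely set in advance and is no independent test. At 6 h, 22 were TWEAK inducible and 15 were also inhibited. By category, the genes past both pairs of cut-offs at 6 h were 8 of 13 cytokines and chemokines, 3 of 6 extra-cellular matrix genes and 4 of 8 signaling genes. The median log2 fold change of the 27 genes with TWEAK was 1.846 at 6 h and 2.286 at 24 h, and their median log2 fold change with NIK SMI1 was −0.7816 at 6 h and −1.298 at 24 h. At 24 h, the TWEAK samples lay above all vehicle samples and above all samples with NIK SMI1 in every one of the 27 genes. Ccl9 (GeneID 20308; chromosome 11 of GRCm38, 83572919 to 83578636, minus strand), a chemokine gene, rose from 1.17 ± 0.0961 to 47.83 ± 3.28 CPM at 6 h (SD, n = 3 samples each) and stood at 9.44 ± 0.631 CPM with NIK SMI1. Its log2 fold changes at 6 h were 5.355 with TWEAK (standard error 0.0834, adjusted p = 1.61e-25) and −2.346 with NIK SMI1 (standard error 0.0634, adjusted p = 8.77e-20). Vcam1 (GeneID 22329; chromosome 3, 116109949 to 116129688, minus strand) had the lowest log2 fold change of the 27 genes with NIK SMI1 at both time points. Its level at 24 h was 5.837 ± 0.493 CPM with vehicle, 138.8 ± 3.45 CPM with TWEAK and 19.57 ± 1.8 CPM with NIK SMI1 (SD, n = 3 each), a log2 fold change of −2.818 for the inhibitor (standard error 0.0606, adjusted p = 5.54e-22). Among the signaling genes, Traf1 (GeneID 22029; chromosome 2, 34941750 to 34961772, minus strand) rose most at 24 h, from 1.123 ± 0.234 to 56.16 ± 2.19 CPM, and fell to 10.44 ± 0.56 CPM with NIK SMI1 (log2 fold change −2.433, standard error 0.0749, adjusted p = 7.37e-19). The matrix metalloproteinase gene Mmp9 (GeneID 17395; chromosome 2, 164940780 to 164955850, plus strand) increased more at 24 h, with a log2 fold change of 5.019 (standard error 0.102), than at 6 h, where it was 2.135 (standard error 0.091). Col5a3 (GeneID 53867; chromosome 9, 20770050 to 20815067, minus strand) did not respond detectably at 6 h, with a TWEAK log2 fold change of 0.3803 (standard error 0.235, adjusted p = 0.282), while at 24 h its log2 fold change was 3.17 (standard error 0.253, adjusted p = 5.5e-11). Testing the fold changes against the cut-offs themselves left 17 of the 27 genes past both, the largest change that any alternative made to this count. The paper assigns these genes to categories of pro-inflammatory genes that it links to lupus.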

Many of the TWEAK inducible genes fell into three categories of pro-inflammatory genes that are associated with lupus disease, namely cytokines/chemokines, extra-cellular matrix, and signaling genes (Fig. 4d). A subset of these genes was validated by qRT-PCR in mouse and human RPTECs, confirming TWEAK inducibility and NIK dependence (Fig. 4e–g). We also confirmed TWEAK inducibility and NIK dependence for two genes in the human system to ensure that the mouse biology is reflective of the human biology (Supplementary Fig. 5). 

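In the RPTEC data, 237 genes were induced by TWEAK and lowered by NIK SMI1 past the cut-offs of Fig. 4b at the same time point. Of these, 95 passed at both time points, 31 at 6 h only and 111 at 24 h only. Fig. 4h names 38 genes, 35 of which could be matched by symbol to an identifier in the files. Lilrb4, Gp49a and Cxcl11 had no match in the annotation. Ubd (GeneID 24108) had 5 to 9 reads per TWEAK sample at 6 h, 13 to 32 at 24 h and at most 3 in any other sample, too few for the filter. Without the filter, all 35 matched genes passed both pairs of cut-offs, Ubd included. Under the filter, all of the remaining 34 genes passed both pairs of cut-offs at 1 time point or both, 17 of them at 6 h and 31 at 24 h. The paper took the Fig. 4h genes from those it had called induced and repressed in these RPTEC data. Their passing is therefore no independent test. Passing at both time points were 14 genes, at 6 h only 3 and at 24 h only 17. The median log2 fold change of the 34 genes with TWEAK was 1.464 at 6 h and 1.632 at 24 h, and with NIK SMI1 it was −0.715 and −1.157. Every gene had a negative log2 fold change with NIK SMI1 at both time points, and at 24 h the 3 samples with the inhibitor lay below the 3 TWEAK samples in all 34. Pglyrp2 (GeneID 57757; chromosome 17 of GRCm38, 32412459 to 32424167, minus strand) had the largest changes of the list, with 0.01522 ± 0.0264 CPM in vehicle, 14.61 ± 1.11 CPM in TWEAK and 0.6558 ± 0.113 CPM in TWEAK and NIK SMI1 samples at 24 h (SD, n = 3 each). The log2 fold change with the inhibitor was −4.445 (standard error 0.157, adjusted p = 1.73e-17 from edgeR). Sox8 (GeneID 20681; chromosome 17, 25565892 to 25570686, minus strand) stayed below 1 CPM on average in every group, and its log2 fold change with TWEAK at 24 h was 5.944 (standard error 0.652, adjusted p = 2.48e-08). At the other end of the list, Cftr changed by a log2 fold change of −0.1397 with NIK SMI1 at 24 h and passed the cut-offs only at 6 h. The count of 237 genes moved most with edgeR's glmTreat, to 86, and the number of Fig. 4h genes past the cut-offs then fell to 18. The kidney samples of the IFNα-accelerated NZB/W F1 mice are not in the files analysed here, so these values cover only the RPTEC side of the comparison. From the overlap of the RPTEC genes with genes raised in diseased kidneys, the paper proposes that a TWEAK inducible gene signature is present there.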

Of the 179 genes induced by TWEAK and repressed by NIK SMI1 in RPTEC in vitro, 38 genes were found to also be elevated in the kidneys of IFNα-accelerated NZB/W F1 mice with proteinuric disease (Fig. 4h), suggesting the presence of a TWEAK inducible gene signature in diseased kidneys. These genes include pro-inflammatory chemokines and genes involved in pro-inflammatory signaling. 

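The chemokine genes of Fig. 4h with an identifier in the files, by the names of the genes, were Ccl2, Ccl5, Ccl9, Cxcl10 and Cxcl16, and all of them passed both pairs of cut-offs at 24 h. Ccl2 (GeneID 20296; chromosome 11 of GRCm38, 82035571 to 82037453, plus strand) was expressed at a low level, with 2 to 4 reads per vehicle sample and 30 to 59 per TWEAK sample at 24 h. Its level rose from 0.1117 ± 0.0731 to 1.214 ± 0.0863 CPM at 24 h and was 0.2928 ± 0.144 CPM with NIK SMI1 (SD, n = 3 each). The log2 fold change with the inhibitor was −1.032 at 6 h (standard error 0.309, adjusted p = 0.0287) and −1.965 at 24 h (standard error 0.317, adjusted p = 3.64e-05). Leaving out single samples moved the value at 6 h between −1.2 and −0.7094, with an adjusted p-value of 0.22 at most, so the inhibition of Ccl2 at 6 h did not hold up without every sample. Ccl5 (GeneID 20304; chromosome 11, 83525778 to 83530518, minus strand) was induced at 6 h with a log2 fold change of 1.846 (standard error 0.366, adjusted p = 0.000316), and its decrease with NIK SMI1 at that time was not significant (log2 fold change −0.8356, standard error 0.352, adjusted p = 0.142). Leaving out single samples moved this decrease between −1.505 and −0.5784. It became significant without sample 1 with NIK SMI1, so the call at 6 h rests on that sample. At 24 h it fell from 1.51 ± 0.0517 to 0.4601 ± 0.0495 CPM with the inhibitor (SD, n = 3 each; adjusted p = 0.000176). Cxcl10 (GeneID 15945; chromosome 5, 92346638 to 92348889, minus strand) reached 10.44 ± 0.303 CPM with TWEAK at 24 h and 2.642 ± 0.482 CPM with NIK SMI1, a log2 fold change of −1.972 (standard error 0.138, adjusted p = 2.39e-11), against −0.5487 at 6 h (standard error 0.166, adjusted p = 0.0308). Its decrease at 6 h did not hold up without every sample either, with values between −0.6984 and −0.3774 and an adjusted p-value of 0.233 at most in edgeR. Cxcl16 (GeneID 66102; chromosome 11, 70453983 to 70459984, minus strand) was the most highly expressed, at 154.1 ± 3.55, 416.7 ± 7.08 and 260.7 ± 2.27 CPM at 24 h with vehicle, TWEAK and TWEAK plus NIK SMI1 (SD, n = 3 each). The inhibitor lowered it by less than 1.5-fold at 6 h (log2 fold change −0.4835, adjusted p = 4.02e-10) and by slightly more at 24 h (−0.6766, adjusted p = 2.28e-13). Of the signaling genes on the list, Nfkbie (GeneID 18037; chromosome 17, 45555703 to 45563169, plus strand), which encodes an inhibitor of NF-κB, rose from 10.29 ± 0.851 to 77.07 ± 4.17 CPM at 24 h and fell to 31.51 ± 2.81 CPM with NIK SMI1 (log2 fold change −1.285, standard error 0.0576, adjusted p = 2.27e-15). Socs1 passed the cut-offs for inhibition at 24 h (log2 fold change −0.8631, adjusted p = 1.75e-06) and not at 6 h (−0.4203, adjusted p = 0.0271). Its adjusted p-value at 6 h rose to 0.164 at most in edgeR fits that left out single samples. Many values of the weakly expressed genes moved most when fold changes were shrunken. With the shrunken fold changes of older DESeq2 versions, the TWEAK log2 fold change of Ccl2 at 24 h was 1.384 in place of 3.611. Others moved most when 1 sample was left out, such as that of Ccl5 with NIK SMI1 at 6 h. In the plot of CPM by group, the TWEAK samples of each of the 6 genes stand above the vehicle samples at both time points.

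**Figure D1:**
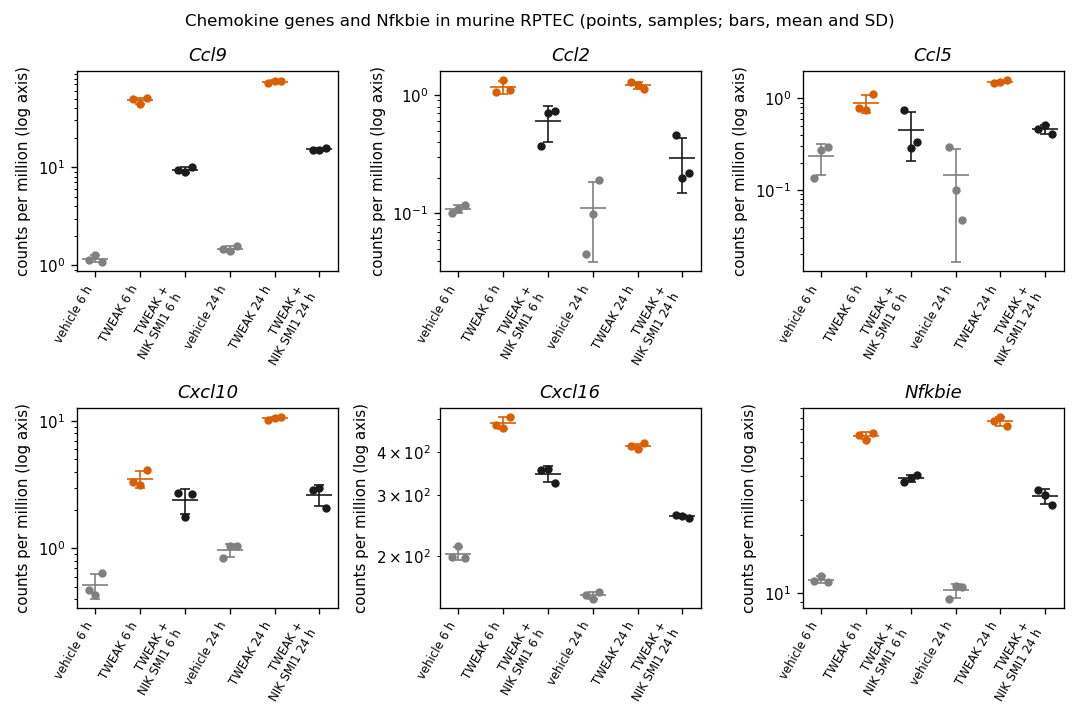
Expression of Ccl9, Ccl2, Ccl5, Cxcl10, Cxcl16 and Nfkbie in murine RPTEC, in CPM on a log axis, for vehicle (gray), TWEAK (orange) and TWEAK with NIK SMI1 (black) at 6 h and 24 h; each point is 1 sample and the bars give the mean and SD of 3 samples. For Ccl9 at 24 h, the samples lie between 1.389 and 1.57 CPM with vehicle, between 72.65 and 76.32 CPM with TWEAK and between 14.82 and 15.76 CPM with NIK SMI1.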

Collectively, these data suggest that NIK-mediated TWEAK signaling contributes to kidney pathology in SLE.

**Fig. 4:**
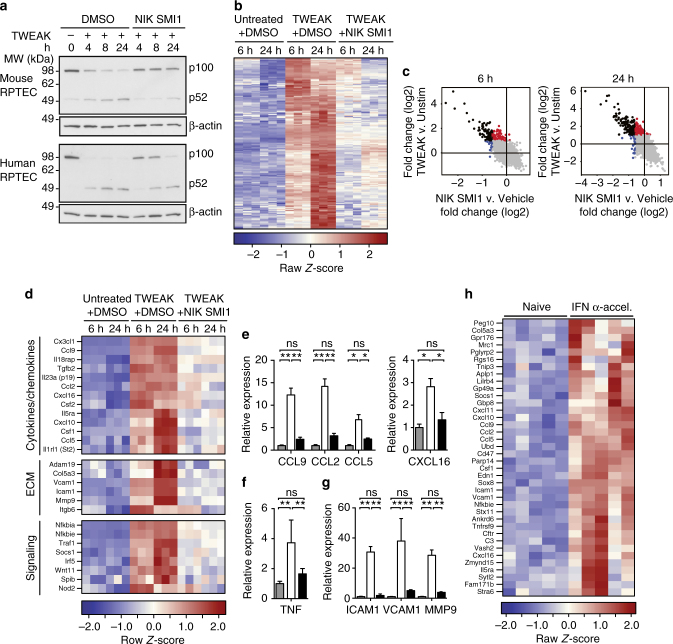
NIK is required for TWEAK-induced gene regulation. **a** Western blot analysis of p52 processing in mouse and human renal proximal tubulo-interstitial cells (RPTEC) stimulated with TWEAK in the presence or absence of NIK SMI1 (human 1 μM, mouse 3 μM) at 4, 8, and 24 h. **b**–**d** Differential gene expression (RNASeq) in murine RPTEC stimulated with TWEAK (100 ng/mL) in the presence or absence of 3 μM NIK SMI1 for 6 or 24 h. **b** Heat map of TWEAK inducible genes (FC > 2, *p* < 0.05) inhibited by NIK SMI1 (FC < −1.5, *p* < 0.05) (**c**) Plot of TWEAK inducible and NIK regulated genes at 6 and 24 h. TWEAK inducible—NIK regulated genes, black; TWEAK inducible—not NIK regulated, red; unaffected by TWEAK, but regulated by NIK, blue. **d** RNASeq heat map of TWEAK inducible—NIK-dependent genes that are specifically relevant to lupus. **e**–**g** Confirmation by qRT-PCR of select genes identified by RNASeq. qRT-PCR data represented as mean ± standard deviation of three biological replicates run in experimental duplicate, and normalized to expression of HPRT. Unstimulated + DMSO (gray bar), TWEAK (100 ng/mL) + DMSO (white bar), and TWEAK (100 ng/mL) + 3 μM NIK SMI1 (black bar). **h** Heat map, TWEAK inducible—NIK-dependent genes significantly elevated in kidneys of IFNα-accelerated NZB/W F1 mice with proteinuric disease (FC > 2, *p* < 0.05). Statistics: **e**–**g** one-way ANOVA with Tukey’s test for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.001; ****p < 0.0001; ns not significant

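In the terms of Fig. 4c, the tested genes fell into 126 TWEAK inducible and NIK regulated genes (black), 145 TWEAK inducible genes that did not pass the cut-offs for inhibition (red) and 44 genes that were not TWEAK inducible and were lowered by NIK SMI1 (blue) at 6 h. At 24 h the numbers were 206 black, 157 red and 65 blue genes. The blue class here holds every lowered gene that did not pass the cut-offs for induction. It is wider than that of the legend, whose blue genes TWEAK does not affect. The median log2 fold change with NIK SMI1 was −0.96981 for the black, −0.53268 for the red and −0.73286 for the blue genes at 6 h, and −1.1207, −0.49264 and −0.79455 at 24 h. Of the red genes, 39 at 6 h and 53 at 24 h were lowered by the inhibitor with an adjusted p-value below 0.05 but by less than 1.5-fold. The red gene with the largest induction at 24 h among those with complete separation of the samples was a RIKEN cDNA gene (GeneID 70988; chromosome 1 of GRCm38, 30997842 to 31222684, minus strand), with no read in the vehicle samples, 0.3724 ± 0.0599 CPM with TWEAK and 0.168 ± 0.128 CPM with NIK SMI1 (SD, n = 3 each). Its log2 fold change with the inhibitor was −1.152 (standard error 0.49, adjusted p = 0.112 from edgeR), so at this depth a decrease could be neither shown nor excluded. Atp13a4, another red gene at 24 h, had a log2 fold change of 3.286 with TWEAK (standard error 0.729, adjusted p = 0.000657) and −0.4772 with NIK SMI1 (standard error 0.436, adjusted p = 0.532). Among the 44 blue genes at 6 h, 29 were raised by TWEAK with an adjusted p-value below 0.05 but by less than 2-fold, and 15 showed no significant effect of TWEAK. At 24 h, 32 of the 65 were raised in that way, 9 were lowered and 24 showed no significant effect. Slc9a4 (GeneID 110895; chromosome 1, 40580081 to 40630725, plus strand) had the largest decrease at 6 h among the blue genes with complete separation of the samples, with 0.7821 ± 0.0228 CPM with TWEAK and 0.2327 ± 0.0931 CPM with NIK SMI1 (SD, n = 3 each; log2 fold change −1.791, standard error 0.526, adjusted p = 0.0255). Leaving out single samples moved it between −2.156 and −1.445, with an adjusted p-value of 0.161 at most, so this call needed every sample. Among blue genes with complete separation at 24 h, the largest decreases were those of Pcsk2, Sct and Iapp, genes of the hormone-producing cells of the pancreas. Iapp (GeneID 15874; chromosome 6, 142298423 to 142303961, plus strand) had 3.322, 0.2077 and 0.8888 CPM in the 3 TWEAK samples at 24 h and at most 0.06331 CPM in the samples with NIK SMI1, so the TWEAK samples differed from each other by more than the means of the 2 groups did. Without the 11 islet genes among them, 54 blue genes remained at 24 h. Unadjusted p-values added the most genes to the blue counts, which became 113 at 6 h and 123 at 24 h, and testing the fold changes against the cut-offs lowered them to 2 and 20.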

### NIK SMI1 suppresses immune responses in vivo

Based on the broad effects of NIK inhibition in various cell types in vitro, we next tested whether NIK inhibition would be broadly immune suppressive in vivo. First, we tested the effects of a close analog (NIK SMI2, Supplementary Fig. 6, Supplementary Table 2, Supplementary Methods) in an immunization experiment, and found that NIK inhibition reduced germinal center B cell development and antigen-specific IgG1 production, similar to BAFF inhibition (Supplementary Fig. 7). Furthermore, consistent with a previous report^32^, NIK SMI1 also affected T-effector/memory cell generation and thus had a partial effect in a delayed type hypersensitivity study (Supplementary Fig. 8). These observations encouraged us to test the effects of NIK inhibition in a disease model.

### NIK SMI1 suppresses disease biomarkers in NZB/W F1 mice

We next conducted a 4-week biomarker study in NZB/W F1 mice, in which we benchmarked NIK SMI1 to treatment with BR3-mIgG2a (Fig. 5a). At the end of treatment, we evaluated B and T cell subsets by flow cytometry (Supplementary Fig. 9a), splenic and kidney gene expression by Fluidigm RT-PCR, and renal function by proteinuria score. Terminal exposure of NIK SMI1 was found to be at or above the in vitro-determined IC_70_ concentration, suggesting that substantial yet incomplete target coverage over the entire dosing period was achieved (Supplementary Fig. 9b, c). NIK inhibition did not have a substantial effect on spleen weight or total splenocyte count (Supplementary Fig. 9d, e), but generally replicated the effects of BAFF blockade on B cell-dependent endpoints. Specifically, NIK inhibition decreased the frequency and numbers of splenic B cells, germinal center B cells, and plasma cells, and also led to reduced expression of activation-induced cytidine deaminase* (Aid)* (Fig. 5b–e, Supplementary Fig. 9 f–h). Interestingly, NIK strongly suppressed expression of Immunoglobulin J (*Igj*), a plasmablast marker^44^ (Fig. 5f), suggesting that it might have a more potent effect on autoantibody production than BAFF inhibition. Indeed, NIK inhibition was superior to BAFF blockade in the suppression of anti-histone (Fig. 5g) and achieved trends in suppression of anti-Sm and anti-ANA (Supplementary Fig. 9i–j).

**Fig. 5:**
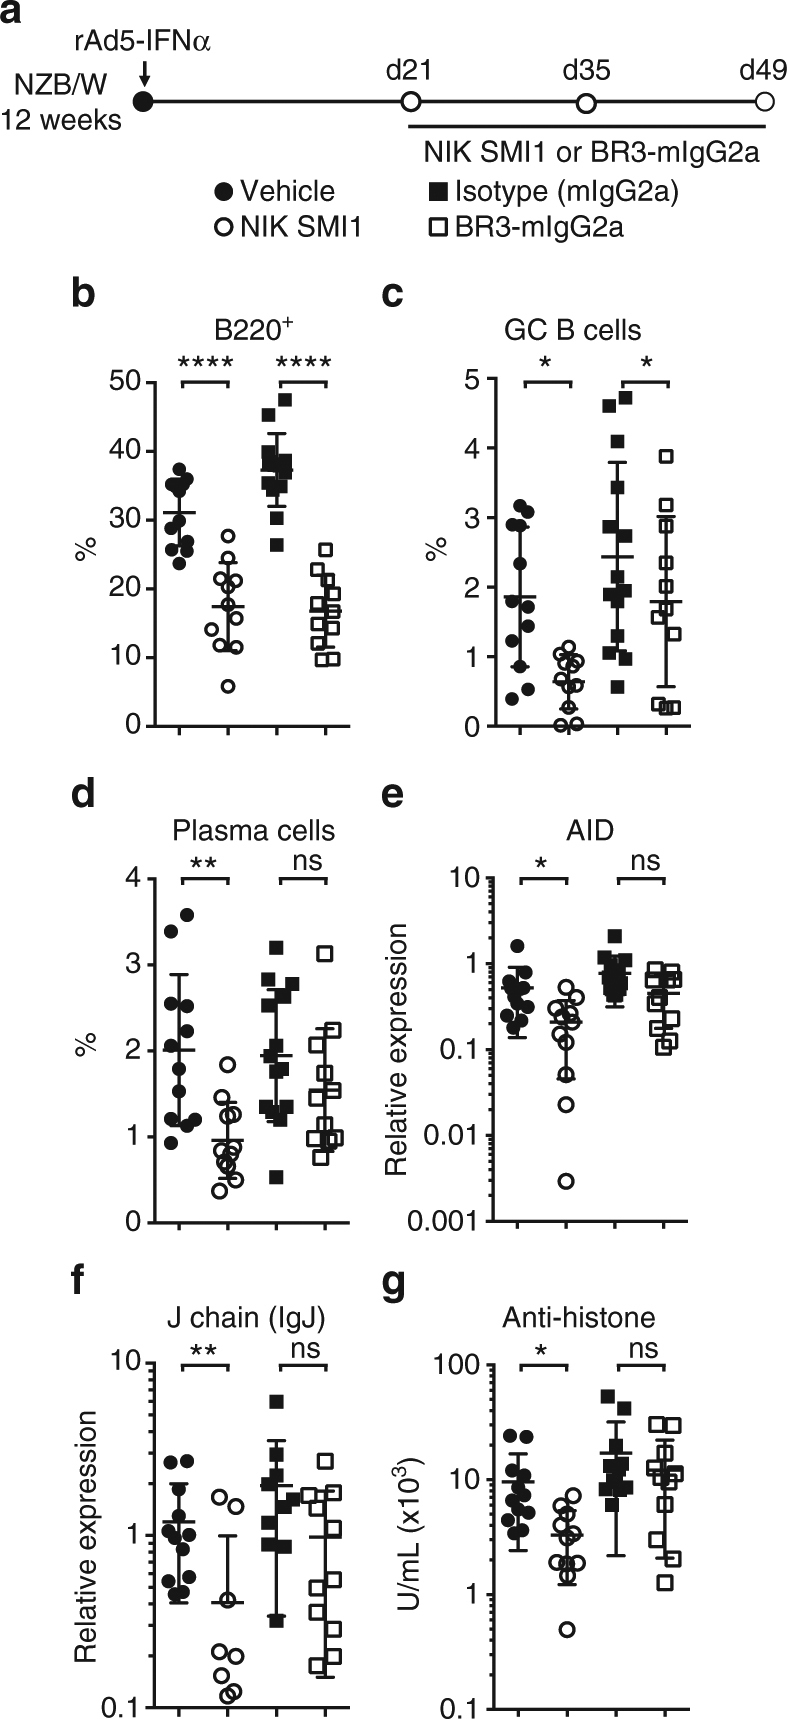
NIK inhibition reduces B cell function in NZB/W F1 mice. **a** Experimental design. Lupus prone NZB/W F1 mice were accelerated with adenovirally delivered IFNα and treated with NIK SMI1 or BR3-mIgG2a or appropriate controls for 4 weeks. **b**–**d** Percentage of B220^+^ (**b**), germinal center (GC) B cells (B220^+^ IgM^-^ IgD^−^ GL7^hi^ CD95^+^) (**c**), and plasma cells (B220^−^ CD138^+^) (**d**) of live splenocytes. **e**, **f** Splenic gene expression as determined by Fluidigm technology of AID (**e**) and IgJ (**f**). **g** ELISA measurement of serum autoantibodies against histone. Data represented as mean ± standard deviation from 9–11 mice per group. Statistics: Krushal–Wallis test with Dunn’s test for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.001; ****p < 0.0001; ns not significant

We next investigated whether the strong effects on plasmablasts and autoantibody production, which were not observed with BAFF blockade, might be due to effects of NIK inhibition on T-cells, perhaps through perturbation of OX40 signaling. In vivo administration of NIK SMI1 to IFNα-accelerated NZB/W F1 mice for 4 weeks did not affect the frequency and numbers of total CD4^+^ T-cells (Fig. S10a–c), but significantly reduced the frequency and numbers of splenic T effector memory (T_EM_) and T follicular helper (T_FH_) cells (Fig. 6a, b, Supplementary Fig. 10d, e). Consistent with a reduction of T_FH_ cells, NIK inhibition, but not BAFF blockade, reduced expression of ICOS and IL-21 (Fig. 6c, d), which are important T-cell mediators in the cross talk between GC B cell and T_FH_ cells during differentiation^45,46^. We also observed reduced expression of chemokines associated with SLE^47^, namely CCL3 (Fig. 6e) and CCL5 (Supplementary Fig. 10f), which we had previously identified as OX40 inducible, NIK dependent genes in T-cells (Supplementary Fig. 4). These data suggest that NIK inhibition potently affects the T cell component of the autoantibody response.

**Fig. 6:**
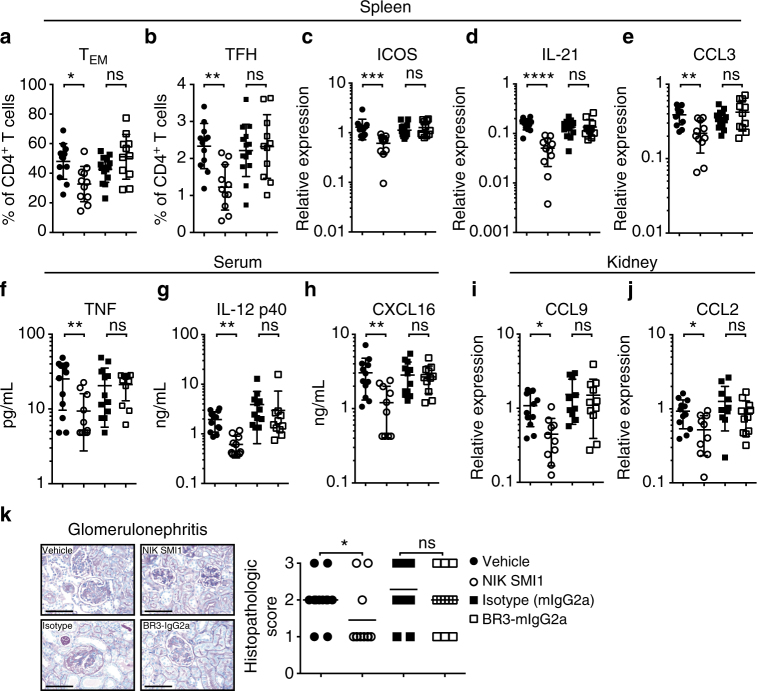
NIK inhibition suppresses BAFF-independent biology in NZB/W F1 mice. **a**, **b** Percentage of T effector memory (T_EM_, CD4^+^ CD44^+^ CD62L^−^) (**a**) and T follicular helper cells (T_FH_, CD4^+^ CXCR5^+^ PD1^+^) (**b**) of CD4^+^ T cells. **c**–**e** Splenic gene expression of ICOS (**c**), IL-21 (**d**) and CCL3 (**e**), as determined by Fluidigm. **f**–**h** Serum levels of TNF (Luminex) (**f**), IL-12p40 (ELISA) (**g**), and CXCL16 (ELISA) (**h**). **i**, **j** Kidney gene expression, as determined by Fluidigm, of CCL9 (**i**) and CCL2 (**j**). **k** Representative kidney glomeruli (PAS stain) from mice treated with vehicle, NIK SMI1, isotype, or BR3-mIgG2a as annotated (scale bars, 100 μm) and histological scoring. Data in **a**–**j** are represented as mean ± standard deviation from 9–11 mice per group. Horizontal lines in **k** represent means from 9–11 mice per group. Statistics: **a**–**j** Krushal–Wallis test with Dunn’s test for multiple comparisons. **k** Non-adjusted *p*-values were generated using Fisher’s exact test. *p < 0.05, **p < 0.01, ***p < 0.001; ****p < 0.0001; ns, not significant

Two potent pro-inflammatory cytokines of myeloid origin, TNF and the p40 subunit of IL-12 and IL-23, were also reduced by NIK inhibition, but not by BAFF blockade (Fig. 6f, g). CXCL16 expression, which has been associated with lupus nephritis and kidney disease severity^48^, was significantly reduced with NIK inhibition in the serum (Fig. 6h) of these mice. Several chemokines identified as NIK-dependent and TWEAK-inducible genes in RPTECs (Fig. 4) were reduced by NIK inhibition in the kidney of IFNα-accelerated NZB/W mice, including CCL9, CCL2 (Fig. 6i, j), CXCL13 and CXCL11 (Supplementary Fig. 10g, h). The reduction in chemokines correlated with reduced histopathologic scores of glomerulonephritis (Fig. 6k). We also observed reduced severity of pyelitis, periarteritis and tubulointerstitial nephritis (Supplementary Fig. 10i–k) in mice treated with NIK SMI, but not with BAFF blockade. Proteinuria score was significantly reduced by NIK inhibition after 4 weeks of treatment, whereas BAFF blockade had no effect in this time frame (Supplementary Fig. 10l). Taken together, our data show that NIK inhibition affects multiple disease relevant pathways in the IFNα-accelerated NZB/W F1 model of SLE.

### NIK inhibition improves survival and renal function

Given the broad and substantial effects of NIK inhibition on multiple pro-inflammatory endpoints, we next conducted a survival study in IFNα-accelerated NZB/W F1 lupus prone mice. Disease was allowed to progress for 3 weeks after administration of rAdV-IFNα; then mice were treated for 9 weeks with NIK SMI1, BR3-mIgG2a, or appropriate control treatment, and monitored for survival and proteinuria (Fig. 7a). Treatment with NIK SMI1 significantly reduced mortality by about 50% (Fig. 7b). In order to avoid interference with the study to the greatest extent possible, and because we had prior information on PK in the NZB/W model, we conducted only very limited PK sampling in this survival study. Trough concentrations were found to be consistent with the 4-week study, suggesting that substantial yet incomplete target coverage has been achieved (Supplementary Fig. 11). Consistent with previous reports^49^, BR3-Fc also improved survival in this model (Fig. 7c). Furthermore, consistent with the reduced renal pathology scores (Fig. 6k, Supplementary Fig. 10i–j) and gene expression patterns (Fig. 4), NIK SMI1-treated mice exhibited statistically significant reduction in proteinuria score, whereas only a trend was observed with BAFF blockade (Fig. 7d, e).

**Fig. 7:**
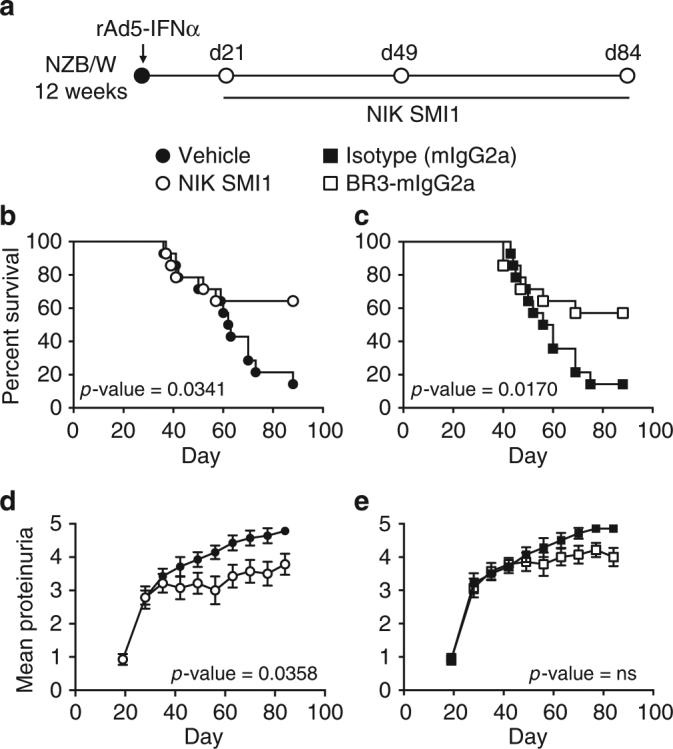
NIK inhibition improves survival and proteinuria in NZB/W F1 mice. **a** Experimental design. Lupus prone NZB/W F1 mice were accelerated with adenovirally delivered IFNα and treated with NIK SMI1, BR3-mIgG2a or appropriate controls for 84 days. **b**, **c** Kaplan–Meier curves of percent survival when treated with NIK SMI1 (**b**) or BR3-mIgG2a (**c**). **d, e** Proteinuria scores of mice treated with NIK SMI1 (**d**) or BR3-mIgG2a (**e**). Proteinuria data are represented as mean ± standard error of the mean of 15 mice for each timepoint. For deceased mice, a proteinuria score of 5 was carried forward. Statistics: survival, Mantel–Cox test; for proteinuria, area under the curve (AUC) from day 19–84 was calculated for each animal, and groups were compared by one-way ANOVA with Sidak’s test for multiple comparisons

To further validate the claim that NIK SMI1 is efficacious in lupus, we tested the molecule in a second, recently described model, in which lupus is elicited in FVB mice by repeated painting of the ears with a TLR7 agonist^50^. Similar to the data obtained in the IFNα-accelerated NZB/W model, NIK inhibition was efficacious in the survival endpoint (Supplementary Fig. 12). Together, the data from these two efficacy studies demonstrate a clear therapeutic effect of NIK inhibition.

## Discussion

Because genetic ablation of NIK results in developmental defects precluding the establishment of lupus, we chose to validate NIK as an SLE target by generating a highly potent and selective SMI. Using this molecule, we have demonstrated conclusively that disease-relevant, functional effects downstream of the BAFF, OX40, CD40, and TWEAK receptors are critically dependent on NIK kinase activity, even though all of these receptors, with the exception of BAFF-R, also activate NIK-independent, canonical NF-κB signaling. Our findings are based on evidence from in vitro assays specifically tailored to interrogate each individual signaling pathway and their sensitivity to NIK inhibition. To our knowledge, this is the first study defining the functional requirement for NIK kinase activity in the context of OX40, TWEAK, BAFF, and CD40 signaling, and also the first description of NIK as a novel target for lupus.

Like all ATP competitive SMI, NIK SMI1 has limited off-target activities (Table 1, Supplementary Table 1). To minimize interference, we used NIK SMI1 at concentrations corresponding to 90% inhibition of NIK in cellular assays, at which off-target kinases KHS1, LRRK2, and PKD1 (PKCμ) are only minimally affected. Furthermore, we used doses that cover NIK activity to the extent of 70–90% in vivo. Because of the large selectivity window (Table 1), it is highly unlikely that meaningful inhibition of KHS1, LRRK2, or PKD1 (PKCμ) occurred in vivo, and we thus conclude that the observed effects of NIK SMI1 are most likely due to inhibition of NIK kinase activity.

NIK SMI1 has excellent PK properties, which allowed us to examine the role of NIK kinase activity in vivo. Because NIK is downstream of multiple TNFRSF members, it is generally difficult to assign any given in vivo observation to a particular pathway, because all NIK dependent pathways will be inhibited to a similar degree. We initially focused our attention on the BAFF pathway, because it is the only TNFRSF pathway that depends chiefly on non-canonical NF-κB signaling^37^ and should therefore be fully inhibited by NIK SMI1, and also because the BAFF blocking antibody Belimumab is an FDA-approved drug for lupus, thus representing an ideal benchmark. Indeed, we found that at high exposure levels, NIK SMI1 phenocopied the effects of BAFF blockade on B cell parameters and serum IgA levels after 1 week of dosing. This experiment not only demonstrated in vivo activity of NIK SMI1, but also suggested a dose level at which complete target coverage was achieved, thus enabling subsequent studies in the lupus disease model.

We used our NIK SMI1 to interrogate the consequences of NIK inhibition in the context of a murine lupus model, IFNα-accelerated NZB/W F1^34^. We chose this model because it is responsive to treatments that are used in human SLE, such as BAFF blockade^49^ and cyclophosphamide^51^. We tested NIK SMI1 at a daily dose of 180 mg/kg, which we considered to be an ideal compromise between target inhibition and long-term tolerability. Based on PK sampling, this dose resulted in about 70% inhibition of NIK at the time point of lowest exposure, namely 12 h after the prior dose. Based on more detailed PK profiling (data not shown), this also means that NIK was fully or nearly fully inhibited for the majority of the 12-h dosing interval. While we did not conduct a formal toxicity assessment in mice, we never observed any adverse effect in any of our in vivo studies at that dose that could not be explained by on-target pharmacology. A first analysis after 4 weeks of dosing revealed broad immune suppressive effects of NIK SMI1. Similar to the findings in healthy C57BL/6 mice, NIK inhibition had profound effects on B cells that were comparable to the effects of the control treatment, BR3-mIgG2a. While we speculate that the effects of NIK SMI1 on B cell subsets are indeed due to inhibition of BAFF signaling, we cannot rule out that NIK also mediates important aspects of CD40 signaling, which is also required for germinal center B cell differentiation and isotype switching^52–55^. Indeed, anti-histone auto-antibodies and expression of the IgJ chain (a plasmablast marker) were more strongly affected by NIK inhibition than by BR3-mIgG2a, and this is likely the consequence of additional pathway inhibition in B cells and beyond.

In addition to BAFF dependent parameters, NIK inhibition also affected T cell parameters associated with SLE, such as expression of ICOS and IL-21. Although our data do not directly establish a causal link, we speculate that the reduction of ICOS and IL-21 expression in vivo is at least partially due to compromised OX40 signaling in T-cells, because both of these genes have previously been described as OX40 regulated genes^56^. Given the prominent function of ICOS and IL-21 in germinal center formation^56–58^, and given the eQTL within the OX40L gene linked to SLE^13^, we postulate that NIK inhibition in the context of SLE will lower germinal center formation as a result of inhibition of OX40 signaling in T_FH_ cells. Furthermore, T_EM_ cells are also highly dependent on OX40 signaling and are elevated in human SLE^59,60^. T_EM_ cells were reduced with NIK inhibition in IFNα-NZB/W mice, and a T cell intrinsic requirement for NIK in T cell homeostasis, T_EM_ cell and cytokine responses has recently been demonstrated^32^. Since multiple lines of evidence implicate T-cells, and T_FH_ cells in particular, in human lupus^61^, we surmise that the T-cell inhibitory effect of NIK SMI1 will translate to the human system and contribute to disease amelioration in SLE.

Finally, NIK inhibition substantially reduced pro-inflammatory gene expression in IFNα-accelerated NZB/W mouse spleen and kidney. NIK inhibition affected expression of TWEAK responsive genes in the kidney, and mice treated with NIK inhibitors had lower renal pathology scores and less proteinuria compared to control animals. 

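In the RPTEC RNASeq data, 267 of the 271 genes that TWEAK induced at 6 h and 358 of the 363 that it induced at 24 h had a lower level with NIK SMI1 than without, counting decreases of any size. The share of the log2 induction that NIK SMI1 removed was taken for each gene as the decrease with the inhibitor divided by the rise with TWEAK. Its median was 47.82% at 6 h (SD 0.662 between the 3 samples with NIK SMI1) and 48.27% at 24 h (SD 1.19), with quartiles of 34.166% and 63.547% at 6 h and 33.16% and 62.331% at 24 h. The difference between the time points was within the spread between samples at 24 h. For most genes the inhibition was partial. With NIK SMI1, 65 of the inducible genes at 6 h and 117 at 24 h were still more than 2-fold above vehicle with an adjusted p-value below 0.05. Among the genes that counted as inhibited, 36 of 126 at 6 h and 72 of 206 at 24 h were still above vehicle by that measure. The log2 induction was removed in full or exceeded for 9 genes at 6 h and 12 at 24 h. Map3k14 (GeneID 53859; chromosome 11 of GRCm38, 103219762 to 103267472, minus strand), the gene of NIK itself, rose from 55.31 ± 2.92 to 100.4 ± 4.64 CPM with TWEAK at 6 h and stood at 135.1 ± 10.3 CPM with NIK SMI1 (SD, n = 3 each). This further rise had a log2 fold change of 0.4321 (standard error 0.0531, adjusted p = 1.3e-06 from edgeR), and at 24 h it was 0.3255 (standard error 0.0523, adjusted p = 3.38e-05). Nfkb2 (GeneID 18034; chromosome 19, 46304320 to 46312385, plus strand), which encodes the precursor of p52, was induced with a log2 fold change of 1.904 at 6 h and 1.868 at 24 h and was lowered by NIK SMI1 with a log2 fold change of −0.3879 and −0.5485 (adjusted p = 9.49e-09 and 5.81e-12), by less than 1.5-fold at either time. On the linear scale of CPM, NIK SMI1 removed a median of 62.94% of the induction at 6 h and 62.43% at 24 h, the largest shift that an alternative made to these medians. The plot of the share removed shows the spread over genes. From the reduced expression of TWEAK-responsive genes with the inhibitor, the paper concludes that much of this response depends on NIK.

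**Figure D2:**
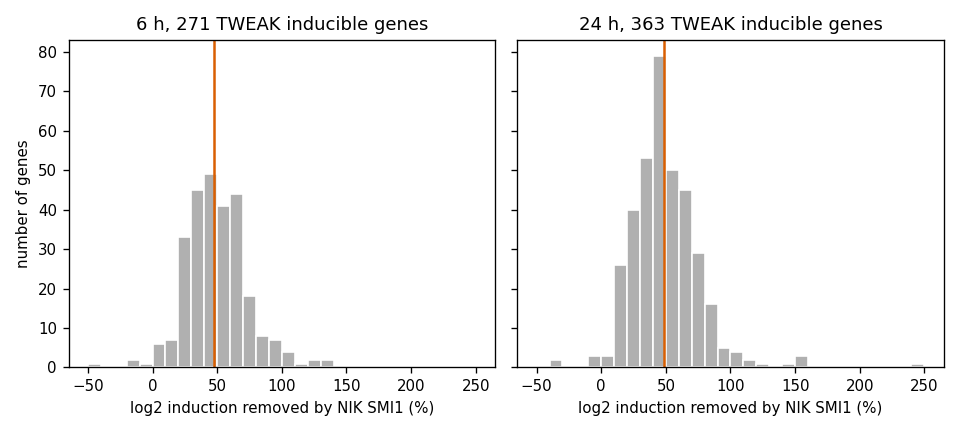
Number of TWEAK inducible genes (vertical axis) by the share of the log2 induction that NIK SMI1 removed in percent (horizontal axis, in steps of 10%), at 6 h (left, 271 genes) and 24 h (right, 363 genes). The orange lines mark the medians of 47.82% and 48.27%, and the genes range from −46.07% to 139.3% at 6 h and from −34% to 244.5% at 24 h.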

Our in vitro experiments demonstrated that much of TWEAK-responsive gene expression in renal tubulo–interstitial cells is NIK dependent. While NIK SMI1 will likely inhibit more than just TWEAK signaling in vivo, an interpretation in which disease improvement is largely due to inhibition of TWEAK signaling would nevertheless be consistent with a body of literature demonstrating that TWEAK/TWEAKR (Fn14) blockade or deficiency significantly reduce kidney disease in lupus nephritis as well as in other inflammatory preclinical models^62–64^.

NIK SMI1 improved survival, not only in IFNα-accelerated NZB/W F1 mice, but also in FVB mice treated with a TLR7 agonist, illustrating that the observed efficacy is not specific to one particular model, but likely broadly applicable to SLE-like disease. However, while the consequences of NIK inhibition were clearly much broader than those of BAFF blockade at the cellular, serological, and histological levels, NIK SMI1 nevertheless fell short of a complete rescue of overall survival. We have several hypotheses that may explain the absence of a more profound therapeutic effect of NIK SMI1: first, as stated above, our PK measurements demonstrated that we did not achieve full target inhibition over the entire dosing period. Although substantial inhibition was achieved, we cannot rule out that a higher dose would have led to more profound therapeutic benefit. Second, the statistical power of a survival study with 15 mice per group is limited, and subtle differences in survival cannot be detected; however, an experiment powered to detect a more limited benefit is not practical. And finally, the IFNα accelerated NZB/W F1 model is well known to be very B cell dependent^65,66^. While our biomarker analysis suggests that pathways like OX40 and TWEAK are active and inhibited by NIK SMI1, it is not known what contribution these pathways make to the mortality endpoint. We therefore hesitate to use the survival data as a basis for quantitative predictions of NIK SMI1 efficacy in human SLE.

In summary, we demonstrate that selective inhibition of NIK in vivo leads to inhibition of multiple pathways known to be involved in SLE, resulting in improvement of disease biomarkers, kidney function, and survival. These data position NIK inhibition as potentially superior to BAFF blockade, which has only limited efficacy in human SLE^9^. Given the absence of significant side effects at an efficacious dose, the evaluation of NIK inhibitors in the clinical setting is warranted.

## Methods

### Mice

Age-matched C57BL/6, NZB/W F1, FVB, Balb/c and CD4-Cre transgenic mice (C57BL/6 background) were purchased from Jackson Labs. *Map3k14*^fl/fl^ mice and their genotyping have been described previously^31–33^. All animals were bred and housed at Genentech under specific pathogen free conditions. Only female mice were used in these experiments. All animal procedures were conducted under a protocol approved by the Institutional Animal Care and Use Committee at Genentech, and were performed in accordance with the *Guide for the Care and Use of Laboratory Animals*^67^.

### Cell culture and human blood cells

Mouse (C57BL/6) RPTEC (ScienCell) were cultured in EpiCM-a medium with supplements as per vendors protocol. Human renal tubulo–interstitial epithelial cells (Lonza) were cultured in cc-2553 medium with supplements as per vendors protocol. HeLa cells (ATCC) were cultured in Dulbecco's modified Eagle's medium (DMEM) medium (10% fetal bovine serum (FBS), 2 mM Glutamine). All cells were confirmed to be free of mycoplasma. Human immune cells were isolated from healthy human blood donors in accordance with Western Institutional Review Board regulations. Healthy human blood donors were sourced from Genentech employees and gave informed consent for the use of their cells in these studies.

### Reagents

All antibodies used in this study are listed in supplementary table 3, and all taqman primer/probe sets are listed in supplementary table 4.

### Modeling NIK SMI1 into NIK crystal structure

The docking of NIK SMI1 to NIK crystal structure was performed using the glide software [https://www.schrodinger.com/Glide]. The extra precision configuration was used with default parameters. The image was created using Molecular Operating Environment, 2014.09^68^.

### NIK and potential off-target kinase inhibition assay

The ability of NIK to catalyze the hydrolysis of adenosine-5′-triphosphate (ATP) was monitored using the Transcreener ADP (adenosine-5′-diphosphate) assay (Bell Brook Labs, Fitchburg, WI). Purified human NIK kinase domain (a.a. 340–694) (0.5 nM) or mouse NIK kinase domain (a.a. 329–675) (1 nM) derived from a baculovirus-infected insect cell expression system was incubated with test compounds for 0.5–2 h in 50 mM HEPES buffer (pH 7.2) containing 10 mM MgCl_2_, 2 mM dithiothreitol, 10 μM ATP, 0.01% Triton X-100, 0.1% gamma-globulins from bovine blood, 1% dimethylsulfoxide (DMSO), 7 μg/mL ADP antibody and 5 nM ADP-MR121 633 tracer. Reactions were quenched by the addition of 20 mM EDTA and 0.01% Brij 35. The tracer bound to the antibody was displaced by the ADP generated during the NIK reaction, which caused a decrease in fluorescence polarization that was measured by laser excitation at 633 nm with a Fluorescence Correlation Spectroscopy Plus reader (Evotec AG). Equilibrium dissociation constant (*K*_i_) values for NIK inhibitors are calculated from plots of activity vs. inhibitor concentration using Morrison’s quadratic equation that accounts for the potential of tight binding, and by also applying the conversion factor that accounted for competitive inhibition and the concentration of substrate used in the assay relative to its Michaelis constant (*K*_m_). The *K*_i_ values with hPKD1 (PKCμ) were determined using the same assay conditions as for NIK. *K*_i_ measurements for hKHS1 and hLRRK2, as well as broad kinase selectivity profiling for SMI1, were carried out by Invitrogen using their SelectScreen kinase assay panel (ThermoFisher Scientific, Madison, WI). The vendor offered two types of kinase activity assays, a peptide phosphorylation assay (Z′-LYTE) and an ADP quantitation assay (Adapta), as well as one type of kinase ATP site competitive binding assay (LanthaScreen). See vendor web site for technology and protocol details for each specific kinase assay. The ATP concentrations used in the activity assays were typically within 2-fold of the experimentally determined apparent *K*_m_ value (*K*_m_^app^) for each kinase, whereas the competitive binding tracer concentrations used in the binding assays were generally within 3-fold of the experimentally determined dissociation constant (*K*_d_) values. In Supplementary Table 1, the column (ATP) denotes the concentration of ATP used in each kinase assay (*K*_m_^app^ or 100 µM), while NA (Not Applicable) denotes competitive binding assays that contained no ATP. Finally, theoretical kinase IC_50_ values were calculated assuming the biochemical assays had been run at a more physiological ATP concentration of 1 mM by using the following equation, IC_50_ = *K*_i_(1 + [ATP]/*K*_m_), where *K*_i_ is the equilibrium inhibition constant for the inhibitor determined in the biochemical assays, [ATP] is equal to 1000 µM (i.e., 1 mM), and *K*_m_ is the Michaelis constant of ATP for the kinase.

### High content nuclear p52 and RelA imaging

The HeLa cell line was used to define the cellular selectivity of NIK inhibitors toward inhibition of classical vs. non-classical NF-κB signaling using high content cellular imaging assays. For the nuclear translocation assay p52 (non-canonical NF-κB signaling), HeLa cells were treated with different concentrations of compounds previously diluted in DMSO (final [DMSO] = 0.2% in all wells) in DMEM medium (10% FBS, 2 mM Glutamine) and then stimulated with 300 ng/mL of an anti-lymphotoxin beta receptor antibody for 4.5 h. In the REL-A nuclear translocation assay, HeLa cells were incubated with compounds for 4 h 50 min before stimulating them with 2 ng/mL TNF (R&D Systems) for 10 min. Cells were fixed with 4% paraformaldehyde, permeabilized by adding 0.1% Triton X-100 in phosphate buffered saline, and then are incubated with either 2 μg/mL anti-p52 antibody or 400 ng/mL anti-REL-A (p65) antibody. Finally, the cells are incubated with an Alexa488-labeled secondary antibody (Invitrogen) and DRAQ5 DNA stain (Biostatus). Imaging was carried out using an Opera reader (Perkin Elmer) and data were analyzed with Acapella software (Perkin Elmer). The p52 or REL-A translocation into the nucleus is quantified by the ratio of the nuclear to cytoplasmic signal intensity. The concentration of inhibitor required for 50% inhibition (IC_50_) in these cell assays are derived from the plots of signal vs. inhibitor concentration.

### Kinase selectivity measurements

The in vitro kinase selectivity of NIK SMI1 was tested at 1 μM in duplicate against 222 recombinant human kinases in the SelectScreen™ kinase panel (ThermoFisher Scientific, Madison, WI). The average % Inhibition of each kinase is reported (Supplementary Table 1).

### Human B cell survival and proliferation assays

Human B cells were isolated using Miltenyi Human B cell isolation kit following ficoll separation of buffy coats. Cells were re-suspended in RPMI with 10% FBS for the proliferation assays and 2.5% FBS for the survival assays. Mouse B cells were isolated from mouse spleen using Miltenyi mouse B cell isolation kit II. Cells were plated in Co-star 96-well plates at either 50,000 cells/well for the survival assays or at 150,000 cells/well for the proliferation assays. Compounds diluted in DMSO (final DMSO assay concentration = 0.1%) were added to the cells. The cells were incubated with compound for one hour at 37 **°**C. Stimulus was then added to the plates and survival or proliferation was measured after four days. For the proliferation assays, cells were treated with either Anti-IgM (20 μg/mL) or rhCD40L (10 μg/mL; R&D) or anti-mouse CD40 (100 ng/mL). Proliferation was measured using thymidine incorporation on day four. For the BAFF survival assay, cells were treated with human or mouse rBAFF (R&D Systems) at 10 ng/ml followed by Cell Titer Glo (Promega) to measure survival on day four.

### ICOSL expression on human B cell assay

Human B cells were isolated from whole blood. B cells were enriched by RosetteSep protocol (Stem Cell Technologies), and then isolated using Human B cell isolation kit II (Miltenyi). A total of 0.2 × 10^6^ B cells were cultured and stimulated with rhCD40L (5 μg/mL, 48 h, R&D Systems), or rhBAFF (100 ng/mL, 72 h, R&D Systems) in the presence or absence of a NIK SMI1 or NIK SMI2 dilution series (10 μM – 1.5 nM). Mean fluorescent intensity (MFI) of CD40L and BAFF induced ICOSL expression was measured by flow cytometry on cells stained with anti-CD20 and anti-ICOSL, using a FACS Calibur instrument (BD). Plots and IC_50_ measurements were generated using GraphPad Prism Software.

### CD40L induced IL-12p40 production from human DCs

Human monocytes were enriched from whole blood (Monocyte enrichment RosetteSep, Stem Cell) followed by isolation using Monocyte Isolation Kit II (Miltenyi). Isolated monocytes were cultured (RPMI-10% FBS, penicillin/streptomycin, glutamine) with rhGM-CSF (100 ng/mL) and rhIL-4 (6.5 ng/mL) (R&D Systems) for 5 days with GM-CSF replacement on day 3. On Day 5 immature monocyte derived DCs were monitored for differentiation by flow cytometry (CD14^+^, CD83^low^ CD86^low^ CD209^+/hi^). Day 5 MDDCs (0.25 × 10^6^ per well of a 96-well plate) were then stimulated with rhCD40L (2.5 μg/mL, R&D Systems) with either DMSO or 3-fold serial diluted NIK SMI1 (10 μM – 1.5 nM). After 24 h plates were centrifuged and supernatants were removed for IL-12p40 cytokine measurement by ELISA (BD Biosciences). Plots and IC_50_ measurements were generated using GraphPad Prism software.

### Agonist anti-OX40 induced T cell costimulation assay

CD4^+^ T cells were isolated from CD4-CRE^+^ *Map3k14*^WT/WT^and CD4-CRE^+^ *Map3k14*^fl/fl^ mice using magnetic cell separation technology (Miltenyi). 3 × 10^6^ (p100/p52 western blot) or 50,000 (T cell co-stimulation assay) CD4^+^ T cells were incubated with anti-CD3/CD28 beads (1:1 ratio; Invitrogen) for 16 h. Beads were removed and upregulation of OX40 was verified. Cells were then stimulated with agonist anti-OX40 for 8 h (p100/p52 western) or for 3 days (T cell co-stimulation assay as measured by Cell Titer Glo (Promega)). Memory CD4^+^ T cells were isolated from C57BL/6 mouse spleen using an EasySep mouse memory T cell isolation kit (Stem Cell Technologies). 50,000 memory CD4^+^ T cells were stimulated with anti-CD3/CD28 beads (1:0.5 ratio; Invitrogen) in combination with isotype or agonist anti-OX40 antibody (20 μg/mL; OX-86, eBioscience) and DMSO or NIK SMI1 (3 μM) for 3 days and analyzed by Cell Titer Glo measurement (Promega).

### Antibodies and flow cytometry

Single cell suspensions of spleen were prepared. Cells numbers were determined by admixture of a known number of fluorescent beads to the cell suspension and read out on a FACS Calibur instrument. FcRs were blocked using mouse FcR Block (Miltenyi). B and T cell subsets were quantified by staining with antibody panels in FACS Buffer (PBS, 2% FBS) for 20 min at 4 °C.

### Western blots

p52/p100 and β-actin were monitored by western blot as described previously^31^. Briefly, p52 processing was detected after 6 or 18 h of stimulation. Mouse and human RPTEC cells were stimulated with recombinant mouse or human TWEAK (100 ng/mL, R&D Systems). Primary B cells were isolated by negative selection (Miltenyi) from either mouse spleen or human whole blood. Human primary B cells were stimulated with either rhCD40L (10 μg/mL) or rhBAFF (400 ng/mL) (R&D Systems). Mouse primary B cells were stimulated with either anti-CD40 (10 μg/mL, BD Biosciences) or rmBAFF (400 ng/mL). After 6 or 18 h, whole cell extracts were generated using RIPA buffer (with protease and phosphatase inhibition), and approximately 10 μg of total protein was monitored for p52/p100 and β-Actin by western blot. HeLa cells (ATCC) were stimulated for 8 h with anti-LTβR agonist antibody and cytoplasmic and nuclear extracts were generated using kits purchase from Thermo Scientific and approximately 10 mg of each extract was monitored for p52/p100, phospho-RelA, RelA, or β-Actin, Histone H3, or Lamin B1 controls. Uncropped western blots, as required by journal policies, are provided in Supplementary Fig. 13 and 14.

### ELISA and Luminex

IL-12p40 (BD Biosciences, #555165), CXCL16 (R&D Systems, DY503), IgA (Bethyl laboratories, E90-103), anti-Histone, anti-ANA, and anti-Sm antibodies (Total Ig (A + G + M)) (Alpha Diagnostic International, #5610, #5210, #5405) were measured from mouse serum by ELISA. Serum measurements were performed by 4-point serial dilution (1:2) (as per manufacturer’s protocol) starting at 1:50 of serum from IFNα-accelerated NZB/W or C56BL/6 mice treated with NIK SMI, vehicle, BR3-mIgG2a, or isotype control. Luminex measurements of mouse serum (1:3 dilution) for TNF were done per manufacturer’s protocol (Millipore, #MCYTOMAG-70K-PMX-32).

### Seven-day in vivo B cell survival model

Eight week-old female C57BL/6 mice were dosed orally with vehicle (medium chain triglycerides (MCT)), NIK SMI1 (400, 200, 60, 20, 6 mg/kg, BID for 7 days), or intravenously (i.v.) with isotype control or BR3-mIgG2a (7.5 mg/kg, days 1, 3 and 5). Splenic B cell subsets were analyzed by flow cytometry and serum IgA was monitored by ELISA. Terminal plasma PK measurements of NIK SMI1 were conducted. Animals were randomized into experimental groups upon delivery from vendor. Investigators were not blinded to experimental samples.

### TNP-OVA immunization model

Four to nine 8-week-old female Balb/c mice were randomized into experimental groups upon delivery from vendor. Mice were dosed with vehicle (MCT, NIK SMI2 (P.O., BID, 300 mg/kg), Isotype-mIgG2a-DANA, anti-CD40L-mIgG2a-DANA (10 mg/kg intraperitoneally (I.P.), days 1, 3, 5 and 8), or BR3-mIgG2a (7.5 mg/kg I.P., days 1, 3, 5 and 8) over the course of 10 days. The naïve group was left unimmunized. Treatment groups were immunized with TNP_12_-OVA (100 μg) (Biosearch Technologies, Inc.) in alum (2 mg, I.P.) (Thermo Scientific) on day 0. Splenic B cell subsets were analyzed by flow cytometry and TNP-OVA specific-serum IgG1 was monitored by ELISA (Genentech, Inc.). Terminal plasma PK measurements of NIK SMI2 were conducted. Investigators were not blinded to experimental samples.

### Delayed-type hypersensitivity model

Eight female C57BL/6 mice were randomized into experimental groups upon delivery from vendor and treated with NIK SMI1 (BID, P.O., 200 mg/kg) starting on day 1. Mice were immunized with OVA (100 μg, SC) (Sigma) in complete Freund’s adjuvant (Spectrum Chemicals and Laboratory Products) on day 0 and then challenged again with OVA (10 μg in PBS, SC right ear) on day 6. Ear thickness was measured by calipers, and unchallenged ear thickness was subtracted from OVA challenged ear thickness after 24 and 44 h. T effector memory cells from the cervical lymph node were monitored by flow cytometry and terminal PK for NIK SMI1 was measured from plasma taken just prior to the end of the study. Investigators were not blinded to experimental samples.

### rAdV-IFNα-accelerated NZB/W F1 lupus model

Age-matched (NZB x NZW) F1 mice were purchased from Jackson Laboratory. Fourteen to fifteen weeks old female NZB/W F1 mice were injected i.v. with 1.2 × 10^8^ rAD5-CMV-IFNα (rAdV-IFNα) particles (Genentech) to accelerate disease^34,69^. At 21 days post rAdV-IFNα, animals were randomized prior to experimental treatment with NIK SMI1 (180 mg/kg BID P.O.) or BR3-mIgG2a (7.5 mg/kg, subcutaneously (S.C.), three times per week). In efficacy studies, proteinuria and survival were tracked through day 84. A 4-week PD study was performed to measure cell subsets, serum Ig, chemokines, cytokines, and gene expression.

### Imiquimod-induced FVB mouse lupus model

Age-matched female FVB mice were purchased from Jackson Laboratory and randomized into experimental groups upon receipt. Ten-week-old female FVB mice were treated with 10 mg of 5% Imiquimod cream (Taro Pharmaceuticals, USA, Hawthorne, N.Y.) applied to the left ear (three doses per week for the duration of the study). Mice were then treated with either NIK SMI1 (200 mg/kg, P.O., BID), Cytoxan (Cyclophosphamide, Baxter Healthcare Corporation) (30 mg/kg, I.P. every 10 days), or vehicle control (MCT). Proteinuria and survival were tracked through day 91. Plasma PK measurement was done at day 85 prior to the end of the study.

### Histology and proteinuria scoring

Kidneys were taken from IFNα-accelerated NZB/W lupus prone mice after 4 weeks of treatment with NIK SMI1. Kidneys were immersed in 10% neutral buffered formalin at ambient temperature for 24 h, then paraffin-embedded using routine methods. Four micron histologic sections were stained with Periodic acid–Schiff (PAS) for evaluation of glomerulonephritis and hematoxylin and eosin (H&E) for visual evaluation of interstitial inflammation by light microscopy. Scoring by the pathologist was performed in a blinded fashion. Glomerulonephritis severity scoring was on a 4-point semi-quantitative scale: “0” – normal or mild global lesions in <50% of glomeruli, “1”—global lesions in > 50% of glomeruli, <20% of which are severe (defined as >1 segment with <3 patent capillaries), “2”—global lesions in >50% of glomeruli, 20–80% of which are severe, and “3”— >80% of glomeruli with severe global lesions. Chronic pyelitis, cortical periarteritis, and tubulointerstitial nephritis severity was determined by blinded disease scoring. Severity scores for tubulointerstitial nephritis, periarteritis, and pyelitis were all on 4-point semiquantitative scales: “0”—no significant inflammation, “1”—sparse or focal inflammatory infiltrates, “2”—occasional moderately sized inflammatory infiltrates, and “3”—frequent large inflammatory infiltrates. Proteinuria measurements were done by dipstick (Multistix, Bayer Diagnostics). Protein concentration was assigned a proteinuria score with trace = 0.30 mg/dl = 1, 100 mg/dl = 2, >300 mg/dl = 4, and dead mice = 5.

### TWEAK-induced NIK-dependent gene expression in RPTECs

Murine RPTEC (Sciencell) were cultured as suggested by the vendor. 5 × 10^6^ cells were stimulated with recombinant mouse TWEAK (100 ng/mL, R&D Systems) for 6 and 24 h in the presence or absence of 3 μM NIK SMI1 (~ mouse IC_90_) or vehicle (DMSO) in 3 replicates per treatment. Equivalent stimulations were also done with human RPTEC cells (LONZA) stimulated with rhTWEAK and 1 μM NIK SMI1 (~human IC_90_) for 6 and 24 h for RT-PCR measurements. Total RNA was extracted using Qiagen RNeasy kit as per manufacturer’s protocol including the on-column DNase digestion. Quality control of samples was done to determine RNA quantity and quality prior to their processing by RNA-seq. The concentration of RNA samples was determined using NanoDrop 8000 (Thermo Scientific) and the integrity of RNA was determined by Fragment Analyzer (Advanced Analytical). 0.5 ug of total RNA was used as an input material for library preparation using TruSeq RNA Sample Preparation Kit v2 (Illumina). Size of the libraries was confirmed using 2200 TapeStation and High Sensitivity D1K screen tape (Agilent Technologies) and their concentration was determined by qPCR based method using Library quantification kit (KAPA). The libraries were multiplexed and then sequenced on Illumina HiSeq2500 (Illumina) to generate 30 M of single end 50 base pair reads. Processing and analysis of the RNA sequencing data were performed using the R programming language (http://www.rproject.org) along with packages from the Bioconductor project (http://bioconductor.org). Raw RNA sequencing reads were processed using the HTSeqGenie Bioconductor package. Reads were aligned to the reference mouse genome sequence (National Center for Biotechnology Information build 37) using the Genomic Short-Read Nucleotide Alignment Program algorithm^70^. Uniquely aligned read pairs that fell within exons were counted to estimate individual gene expression levels. For inclusion, genes were required to have >10 reads in at least four samples. To calculate differential expression, we used the DESeq2 Bioconductor package^71^ using the default parameters. Data were analyzed and plotted using Expression Plot^72^.

### RNA-sequencing from IFNα-accelerated NZB/W

Previously published RNA-sequencing data from kidneys of IFNα-accelerated NZB/W mice^73^ were processed as described above. Kidneys from naïve mice were compared against vehicle-treated mice after onset of disease using DESeq2 with default parameters. Genes were considered differentially expressed if they showed a Benjamini–Hochberg adjusted *p*-value < 0.05, and a fold change >2.

### Fluidigm and qRT-PCR analysis

cDNA synthesis was performed on 100 ng total-RNA using an iScript cDNA synthesis kit (Biorad). Gene-specific pre-amplification was performed (Applied Biosystems) of target genes and housekeeping genes HPRT1, RPL19 and GAPDH. Fluidigm was performed using the BioMark 96.96 Dynamic Arrays (Fluidigm Corporation) using the manufacturer’s protocol. Data were collected using the BioMark Data Collection Software and C_T_ values were obtained using the BioMark RT-PCR Analysis Software (V.2.1.1, Fluidigm). The relative abundance (Δ*C*_T_) to the geometric mean of HPRT1/GAPDH/RPL19 was calculated: 2^ − (average Ct gene − average C_T_ geomean [HPRT1/GAPDH/RPL19]). qRT-PCR analysis was performed using Applied Biosystems 7500 Real time PCR System. The relative abundance (Δ*C*_T_) to HPRT1 was calculated: 2^ − (average Ct gene − average Ct HPRT1). For statistical analyses, values below the lower limit of detection were set to be 10 *C*_T_ lower than the lowest recorded value. Genes monitored are listed with primer-probe set numbers in Supplementary Table 4.

### Statistical analysis

Sample sizes were chosen based on historical experience from other experiments performed in the same models, and maximized to the extent practically possible in order to achieve statistical power. No animals were excluded from analysis in any experiment. Animals were randomized based on weight. Statistical methods were chosen by a professional statistician in consideration of the experimental design, and are described in each figure legend. Generally, comparisons were made between SMI and vehicle treatment, and between isotype and BR3-Fc treatment, but not across all four groups, because the dosing regimens and resulting stress on the animals are sufficiently different to preclude cross treatment comparisons. The data distribution generally met the assumptions of the tests, and variance was often lower in the treatment than in the control groups. In those cases, we used a Krushal–Wallis test with Dunn’s test for multiple comparisons. With the exception of histopathology evaluation, experiments were not done in a blinded fashion. Statistical analysis and graphing for each experiment was done using Graphpad Prism 6.0 software.

### Data availability

Sequence data that support the findings of this study have been deposited in NCBI GEO database with the primary accession code GSE89195. Data referenced in this study are available from NCBI GEO database with the primary accession code GSE72410.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: NF-κB inducing kinase is a therapeutic target for systemic lupus erythematosus
**Source:** Nat Commun. 2018 Jan 12;9:179. doi: 10.1038/s41467-017-02672-0
**Supplement:** Supplementary file 1 — Supplementary Information

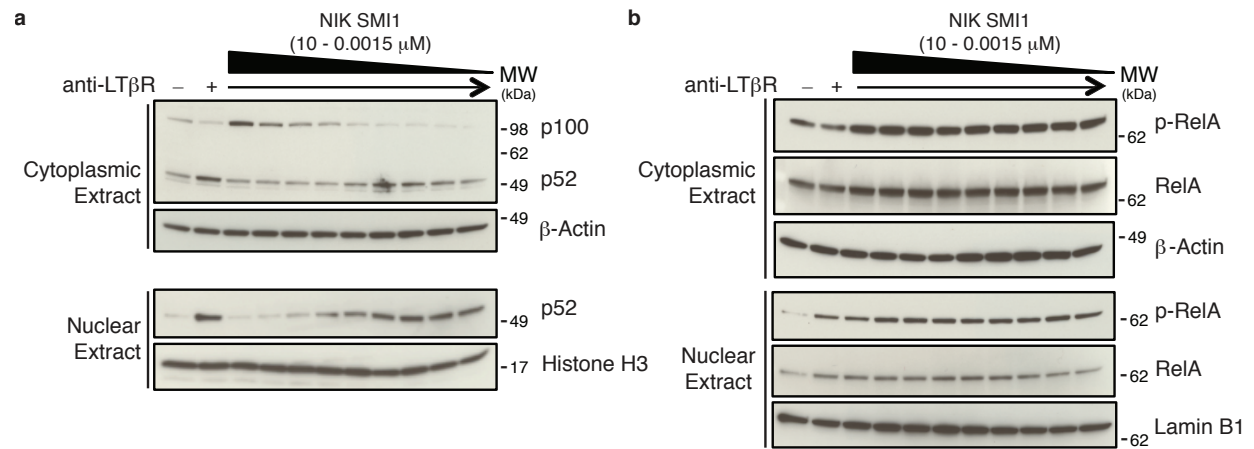

**Supplementary Figure 1. NIK inhibition of non-canonical and canonical NF- $\kappa$ B signaling**

Western blots of cytoplasmic and nuclear extracts from anti-LT $\beta$ R antibody stimulated HeLa cells with serial titration of NIK SMI1 were analyzed with antibodies directed against p100/p52 (a), or RelA and phospho-RelA (b).  $\beta$ -Actin, Histone H3, and Lamin B1 were used as controls for cytoplasmic and nuclear extracts.

Splenic DCs (B220<sup>+</sup> CD11c<sup>+</sup>) were sorted from *Nik*<sup>WT/WT</sup>, CD11c-CRE<sup>+</sup> and *Nik*<sup>fl/fl</sup>, CD11c-CRE<sup>+</sup> mice and subsequently cultured with anti-CD40 (1 µg/mL) and NIK SMI1 (3 µM or 1 µM) for 18 hrs. IL-12p40 production was measured by ELISA. Data represented as mean ± standard deviation of 3 biological replicates. One-way ANOVA with Tukey's test for multiple comparisons. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001; \*\*\*\*p<0.0001; ns, not significant.

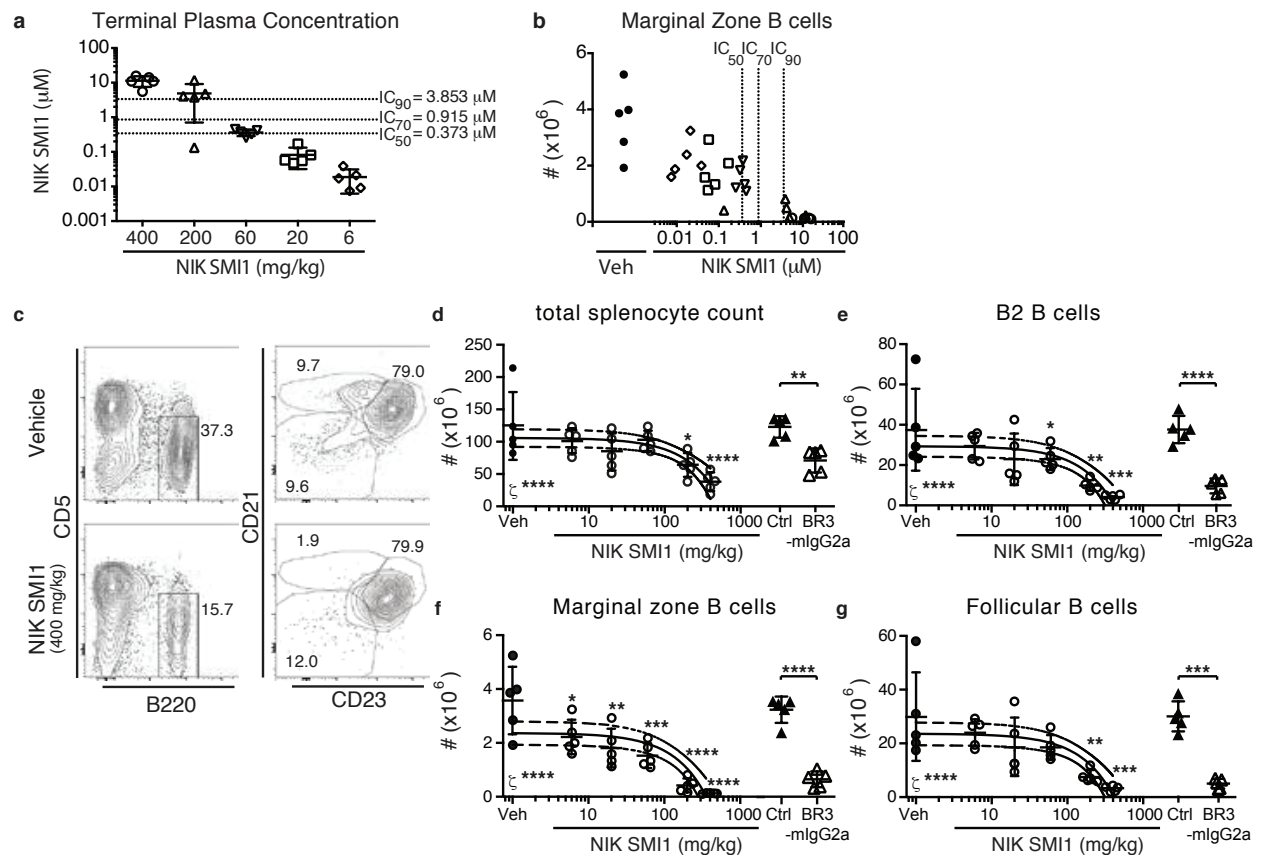

### Supplementary Figure 3. PK/PD relationship of NIK SMI1

(a) Measurement of terminal plasma concentration of NIK SMI1, taken 12 hours after the final dose. (b) Correlation of terminal NIK SMI1 concentration with reduction of marginal zone B-cells. For both A and B, values for  $IC_{50}$ ,  $IC_{70}$ , and  $IC_{90}$  were determined by the BAFF driven B-cell survival assay shown in Figure 2c. (c) Flow cytometry gating scheme for B cell subsets. (d-g) Dose dependent effects of NIK SMI1 on splenocyte count (d), and cellularity of B2 B cells ( $B220^+ CD5^-$ ) (e), marginal zone B cells ( $B220^+ CD21^+ CD23^{low/-}$ ) (f), and follicular B cells ( $B220^+ CD21^- CD23^+$ ) (g) within total splenocytes. (c-g) representative data from 3 independent experiments are shown. Data represented as mean  $\pm$  standard deviation of 4-5 mice per group and linear regression curve (solid line) and 95% confidence interval curves (dashed lines) are drawn demonstrating statistically significant ( $\zeta$ ) negative slope and reduction with increasing NIK SMI1 dose. Statistics: Vehicle vs. NIK SMI1 doses, One-way ANOVA with Dunnett's test for multiple comparisons. Isotype control vs. BR3-mIgG2a, unpaired t-test with Welch's correction. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ , ns = not significant.

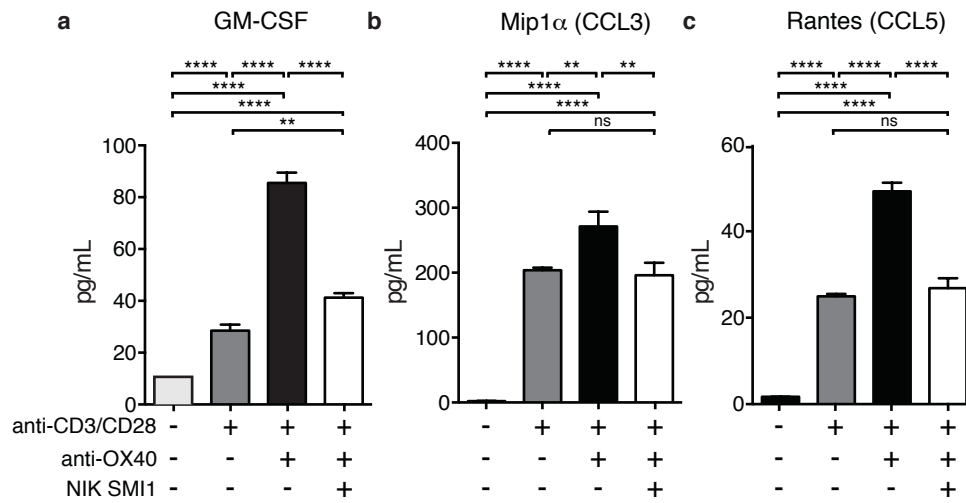

**Supplementary Figure 4. Cytokine and Chemokine expression by OX40 stimulated T cells**

(a-c) OX40 induced cytokine production from memory CD4<sup>+</sup> T-cells in the presence or absence of 3  $\mu$ M NIK SMI1. GM-CSF (a), MIP1 $\alpha$  (CCL3) (b), Rantes (CCL5) (c). Data are represented as mean  $\pm$  standard deviation of 3 biological replicates. One-way ANOVA with Sidak's test for multiple comparisons. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ , ns = not significant.

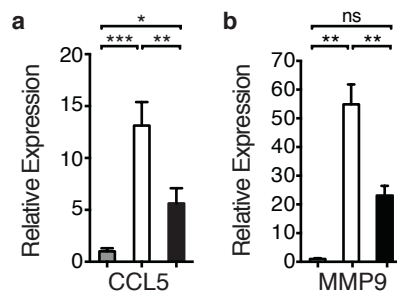

### Supplementary Figure 5. Regulation of TWEAK inducible genes in human RPTEC

(a-b) qRT-PCR measurement of human CCL5 (a) and MMP9 (b) relative to HPRT. qRT-PCR data are represented as mean  $\pm$  standard deviation of 3 biological replicates run in experimental duplicate. Unstimulated + DMSO (gray bar), TWEAK (100 ng/mL) + DMSO (white bar), and TWEAK (100 ng/mL) + 3  $\mu$ M NIK SMI1 (black bar). Statistics: One-way ANOVA with Sidak's test for multiple comparisons. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ , ns = not significant.

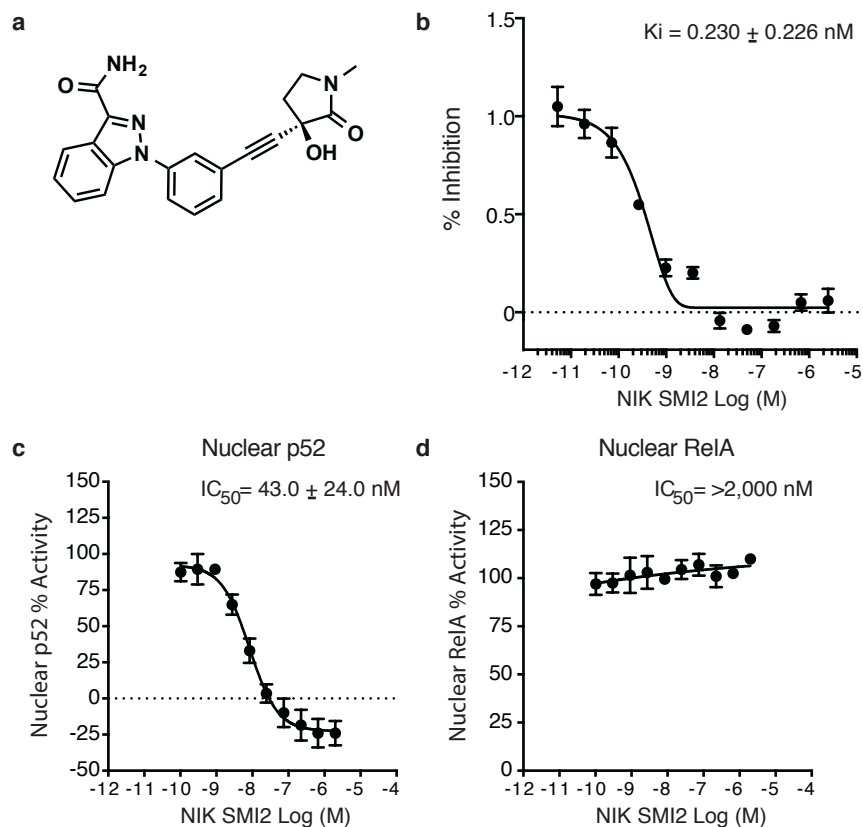

### Supplementary Figure 6. Characterization of NIK SMI2

(a) Chemical structure of NIK SMI2. (b) Inhibition of human NIK enzymatic activity by SMI2. A representative curve is shown, and the calculated  $K_i$  represents the mean  $\pm$  standard deviation of 2 independent experiments. (c-d) Inhibition of anti-LT $\beta$ R induced non-canonical (c) and TNF induced canonical (d) NF- $\kappa$ B signaling by NIK SMI2. Representative curves are shown, and  $IC_{50}$  measurements represent mean  $\pm$  standard deviation of 5 and 10 independent experiments, respectively.

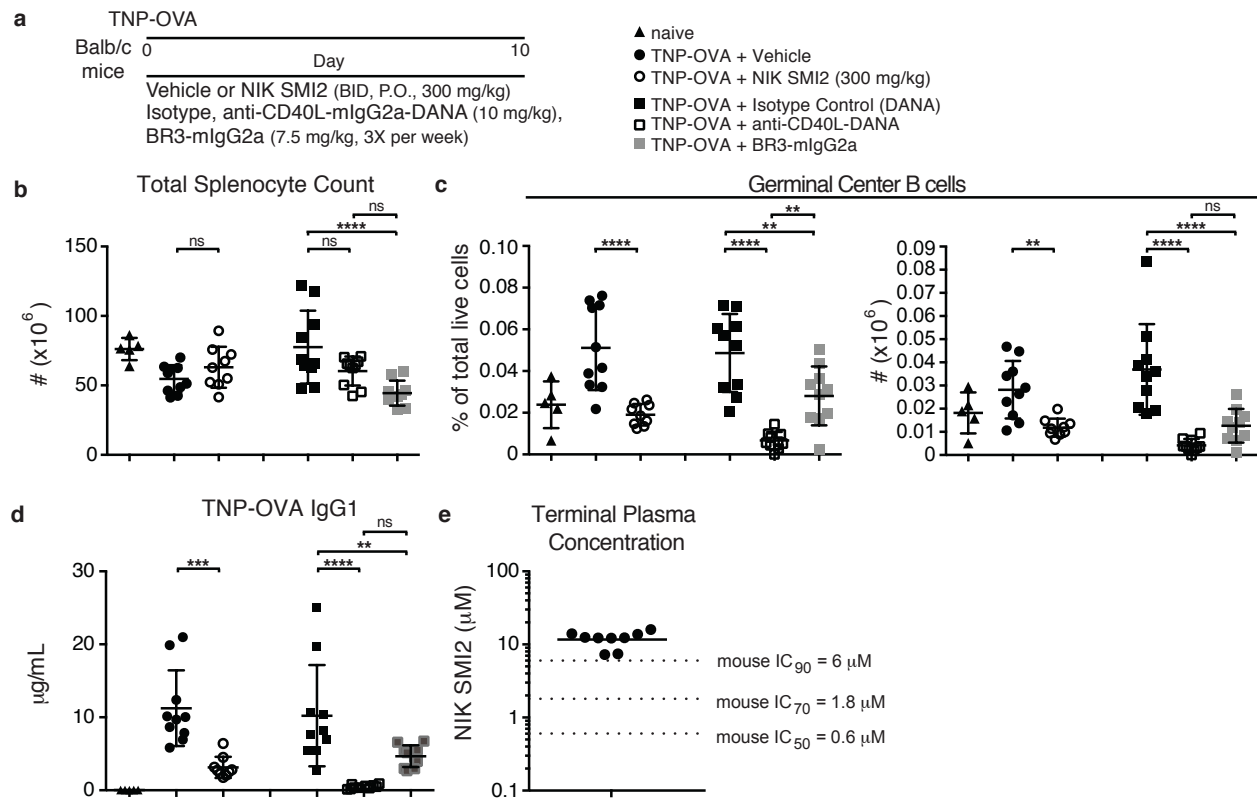

**Supplementary Figure 7. NIK inhibition suppresses the humoral response**

(a) Experimental Design. Balb/c mice were immunized with TNP-OVA on day 0 and treated with vehicle, NIK SMI2, anti-CD40L-mIgG2a-DANA, BR3-mIgG2a, or appropriate controls for 10 days, as indicated in the legend. (b-d) *In vivo* effect of NIK inhibition, CD40 blockade, and BAFF blockade on splenocyte count (b), Germinal center B cells (B220<sup>+</sup> IgM<sup>+</sup> IgD<sup>+</sup> GL7<sup>+</sup> CD95<sup>+</sup>) percentage and number (c), and serum TNP-OVA-specific IgG1 levels (d). (e) Measurement of terminal plasma concentration of NIK SMI2, taken 12 hours after the last dose was administered. Data represent mean  $\pm$  standard deviation of 5-10 Balb/c mice per group. Statistics: (b-d) One-way ANOVA with Sidak's test for multiple comparisons. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ , ns = not significant.

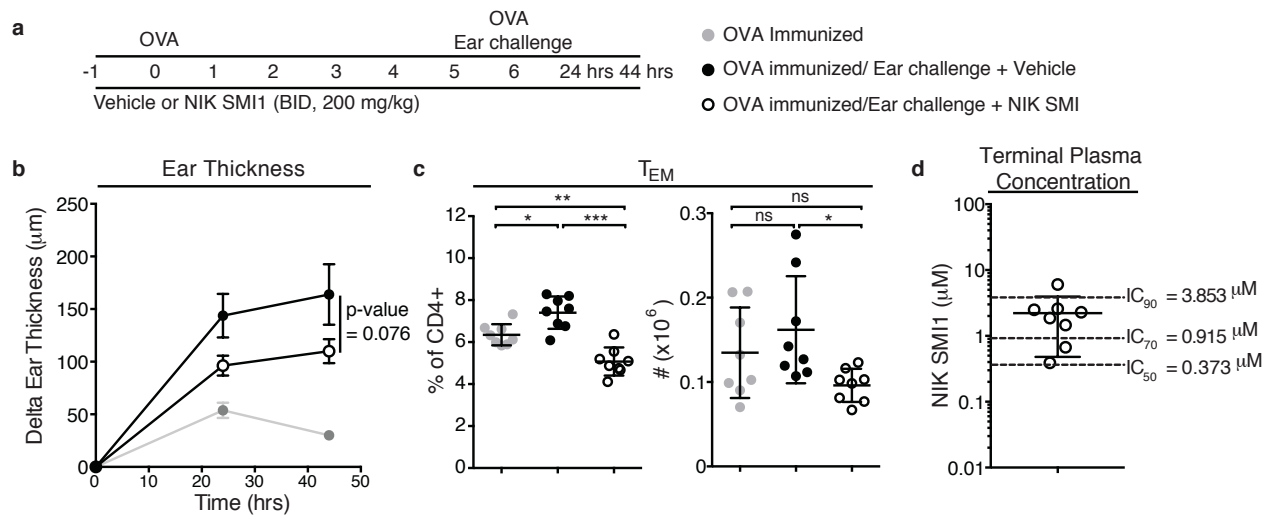

### Supplementary Figure 8. Effect of NIK inhibition on the delayed type hypersensitivity response

(a) Experimental Design. C57Bl/6 mice were immunized with OVA on day 0 and challenged on day 6. Vehicle or NIK SMI1 treatment was applied throughout the experiment. (b-c) *In vivo* effect of NIK inhibition on ear thickness (b) and T effector/memory cell ( $T_{EM}$ ,  $CD4^+ CD44^+ CD62L^-$ ) percentage and absolute numbers (c). (d) Measurement of terminal plasma concentration of NIK SMI1, taken 12 hours after the last dose was administered. Ear thickness data represent mean  $\pm$  standard error of the mean of 8 C57BL/6 mice per group.  $T_{EM}$  and terminal plasma concentration data represent mean  $\pm$  standard deviation of 8 mice per group. Statistics: (b-c) One-way ANOVA with Tukey's test for multiple comparisons. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ , ns = not significant.

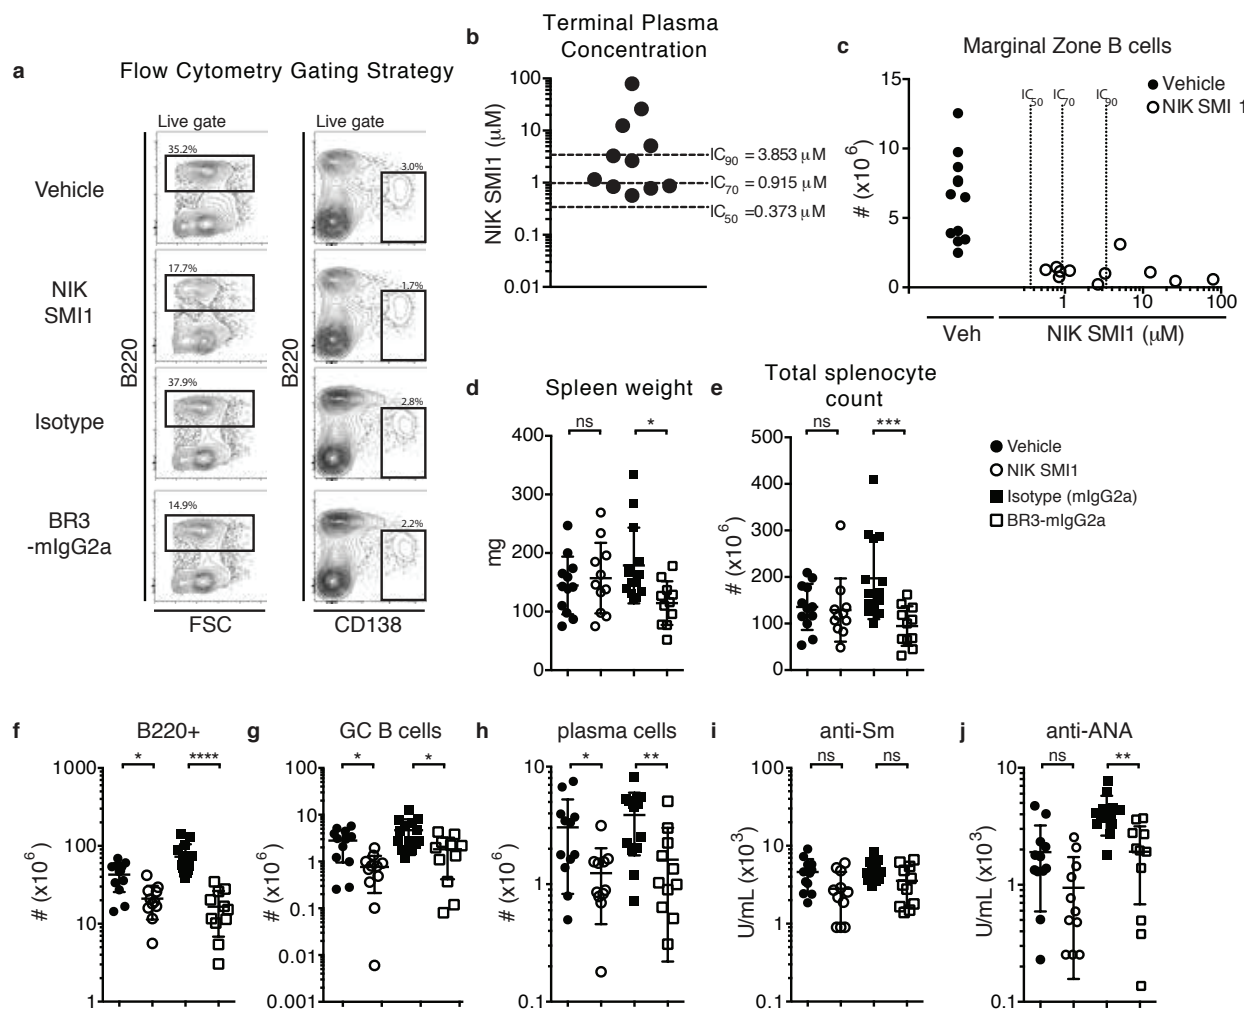

**Supplementary Figure 9. NIK inhibition reduces B cell function in NZB/W F1 mice**

(a) Gating strategy for FACS analysis. (b) Measurement of terminal plasma concentration of NIK SMI1, taken 12 hours after the final dose was administered. (c) Correlation of NIK SMI1 exposure with reduction of marginal zone B-cells. For both (b) and (c), values for  $\text{IC}_{50}$ ,  $\text{IC}_{70}$ , and  $\text{IC}_{90}$  were determined by the BAFF driven B-cell survival assay shown in Figure 2c. (d-e) Spleen weights and total splenocyte count. (f-h) Absolute cell counts corresponding to percentages depicted in Figure 5b-5d, B220<sup>+</sup> (f), germinal center B cells (g), plasma cells (h). (i-j) ELISA measurement of serum autoantibodies against Smith antigen (Sm) and anti-nuclear antigen (ANA). (d-j) data represent mean  $\pm$  standard deviation of 9-11 C57BL/6 mice per group. Statistics: (d-j) Krushal-Wallis test with Dunn's test for multiple comparisons. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ , ns = not significant.

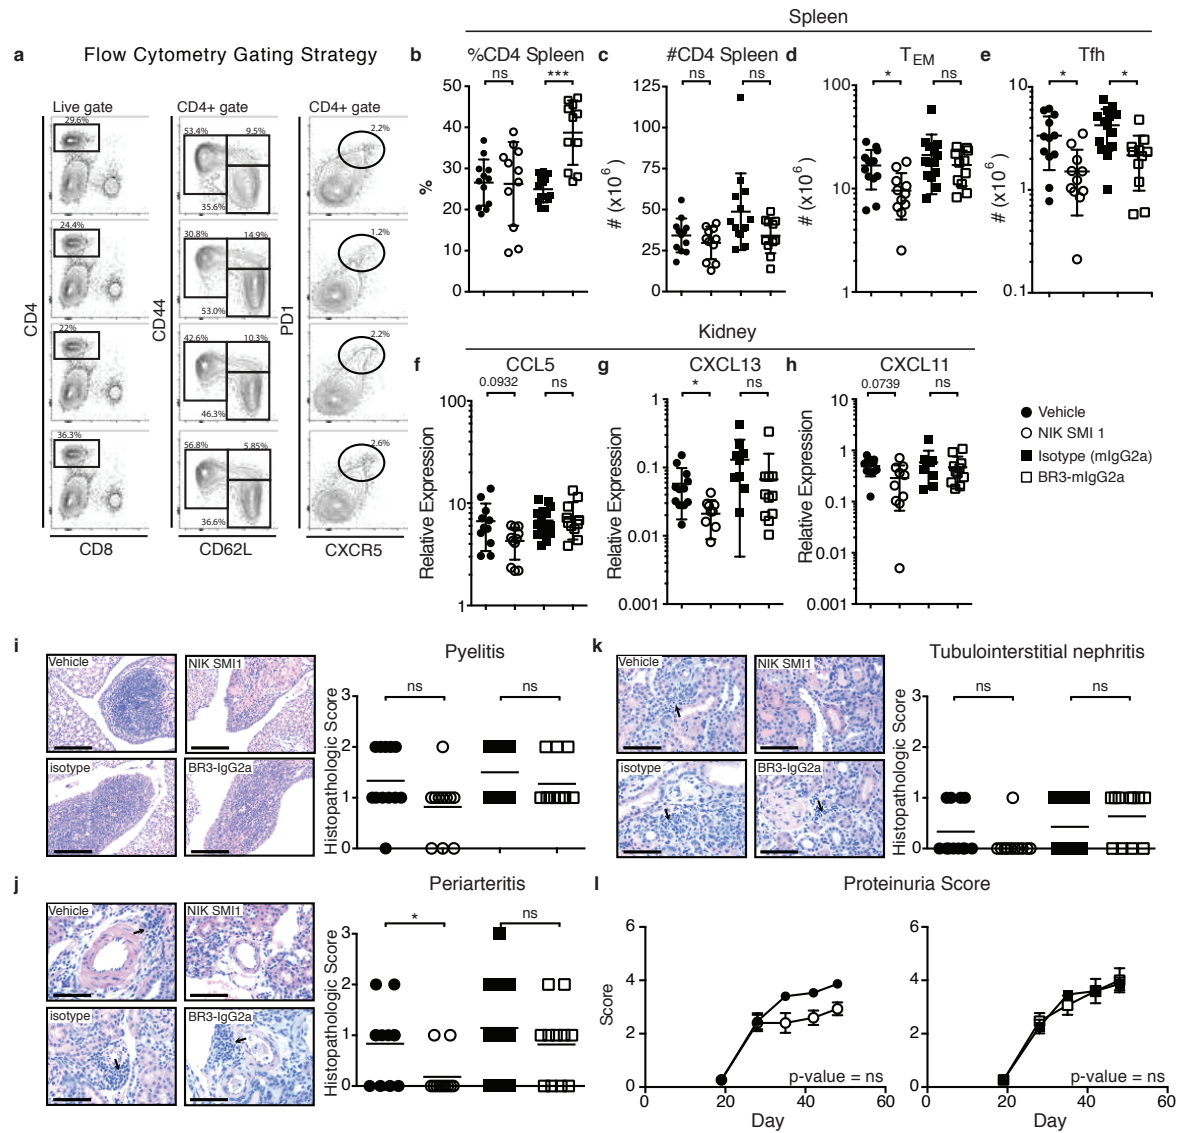

### Supplementary Figure 10. NIK inhibition suppresses BAFF independent biology in NZB/W F1 mice

(a) Gating strategy for FACS analysis. (b-c) Percentage (b) and absolute number (c) of CD4<sup>+</sup> splenocytes. (d-e) Absolute numbers of T effector memory cells (d), and of T follicular helper cells (e) corresponding to percentages depicted in Figure 6 (a-b). (f-h) Gene expression of CCL5 (f), CXCL13 (g), and CXCL11 (h) in the kidney as measured by Fluidigm analysis. (i-k) Histological assessment and scoring of Pyelitis (Scale bars, 200  $\mu$ m) (i), Periarthritis (j) (Scale bars, 100  $\mu$ m), and Tubulo-interstitial nephritis (k) (Scale bars, 100  $\mu$ m). (l) Proteinuria measurements over the course of 4 weeks. (b-h) Data represented as mean  $\pm$  standard error of the mean of 9-11 C57BL/6 mice per group. Statistics: (b-h) Krushal-Wallis test with Dunn's test for multiple comparisons. (i-j) histopathology, non-adjusted p-values were generated using Fisher's exact test; (l) for proteinuria, area under the curve (AUC) from day 19-49 was calculated for each animal, and groups were compared by one-way ANOVA with Sidak's test for multiple comparisons. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , ns = not significant.

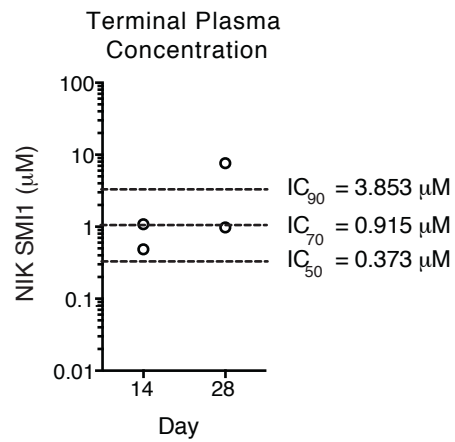

**Supplementary Figure 11. Exposure of NIK SMI1 during the IFN  $\gamma$ -accelerated NZB/W F1 efficacy study**

Representative measurement of NIK SMI1 plasma concentration from day 14 and day 28 taken at the end of the dosing interval of 12 hours. Limited analysis was done so as not to interfere with efficacy determination in experimental groups. IC<sub>50</sub>, IC<sub>70</sub>, and IC<sub>90</sub> values as determined by BAFF induced mouse B cell survival assay (Figure 2c).

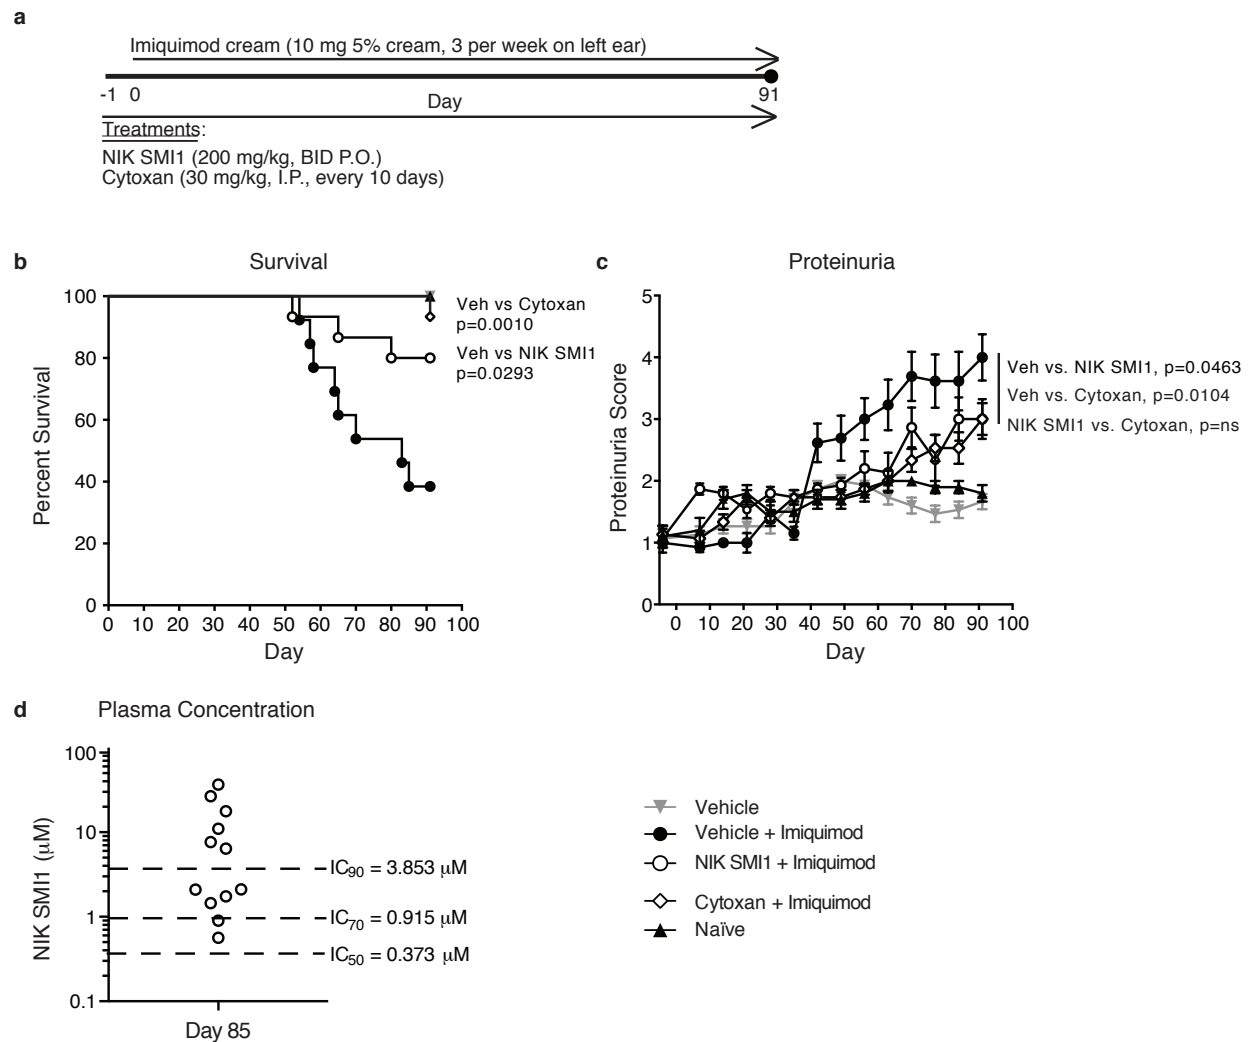

**Supplementary Figure 12. Effect of NIK inhibition and Cytoxin on survival and proteinuria in Imiquimod treated FVB mice**

(a) Experimental design. FVB mice were treated with Imiquimod and NIK SMI1, Cytoxin or vehicle control for 91 days. (b-c) Kaplan-Meier curve of percent survival (b) and proteinuria score (c) of NIK inhibitor or Cytoxin treated Imiquimod-FVB mice and controls. Proteinuria data are represented as mean  $\pm$  standard error of the mean of 15 mice for each time point. For deceased mice, a proteinuria score of 5 was carried forward. Statistics: Survival, Mantel-Cox Test; For proteinuria, area under the curve (AUC) from day 42-91 was calculated for each animal, and groups were compared by one-way ANOVA with Sidak's test for multiple comparisons. (d) Measurement of plasma concentration of NIK SMI1 on day 85, taken 12 hours after the final dose.

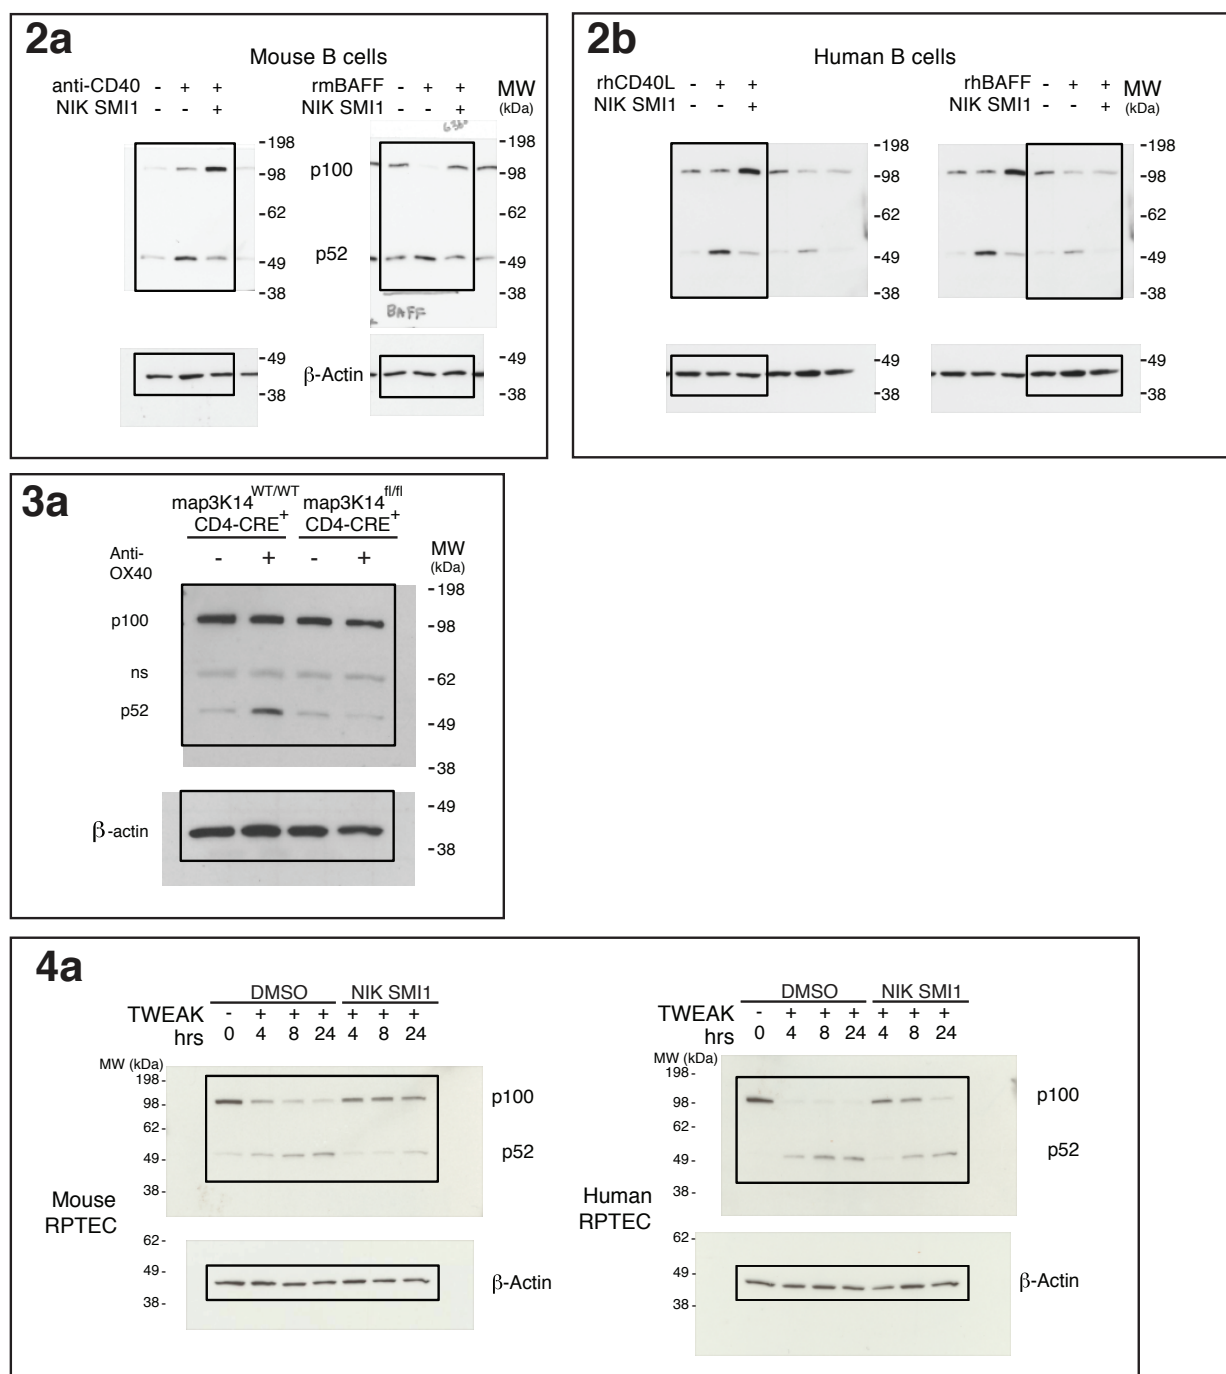

**Supplementary Figure 13. Uncropped images for Figures 2-4.**

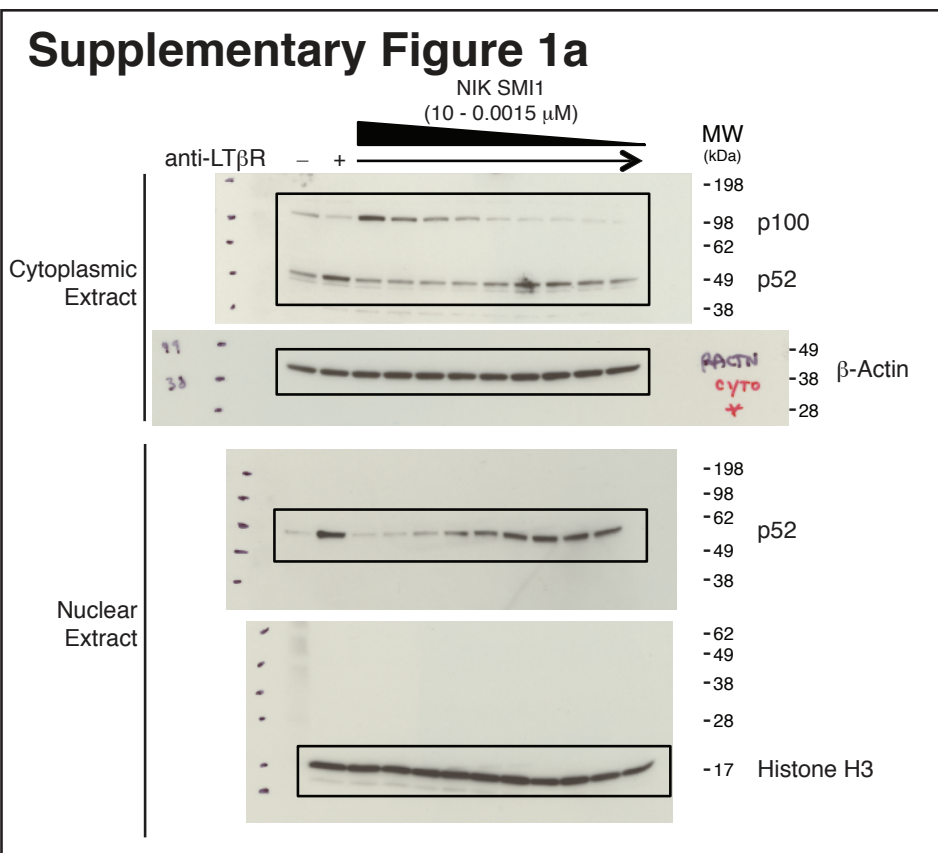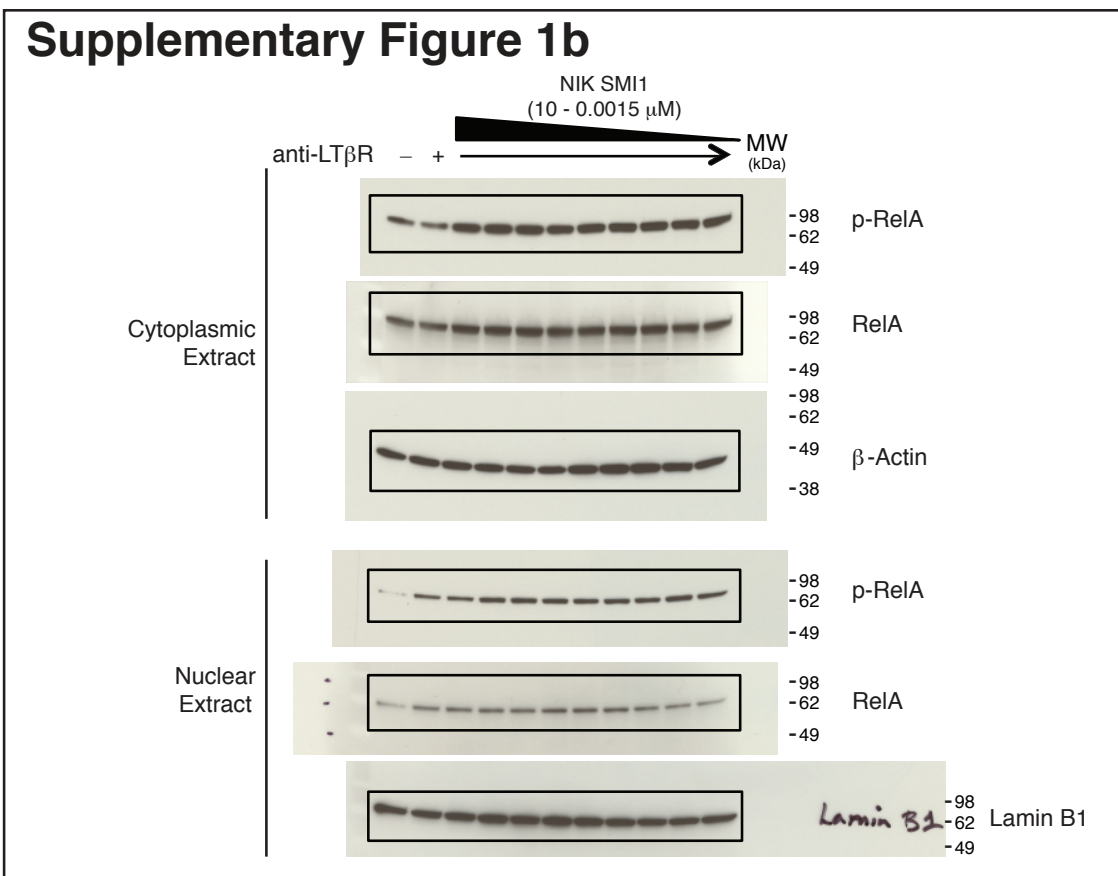

Supplementary Figure 14. Uncropped images for Supplementary Figure 1

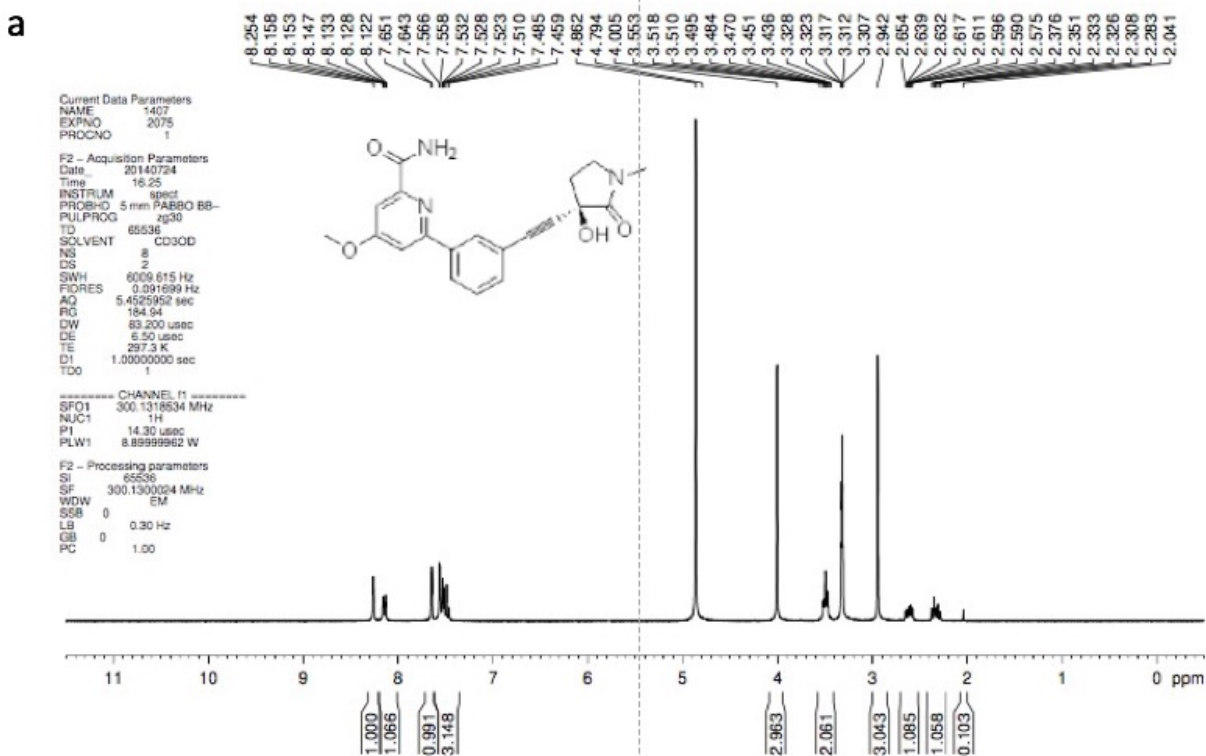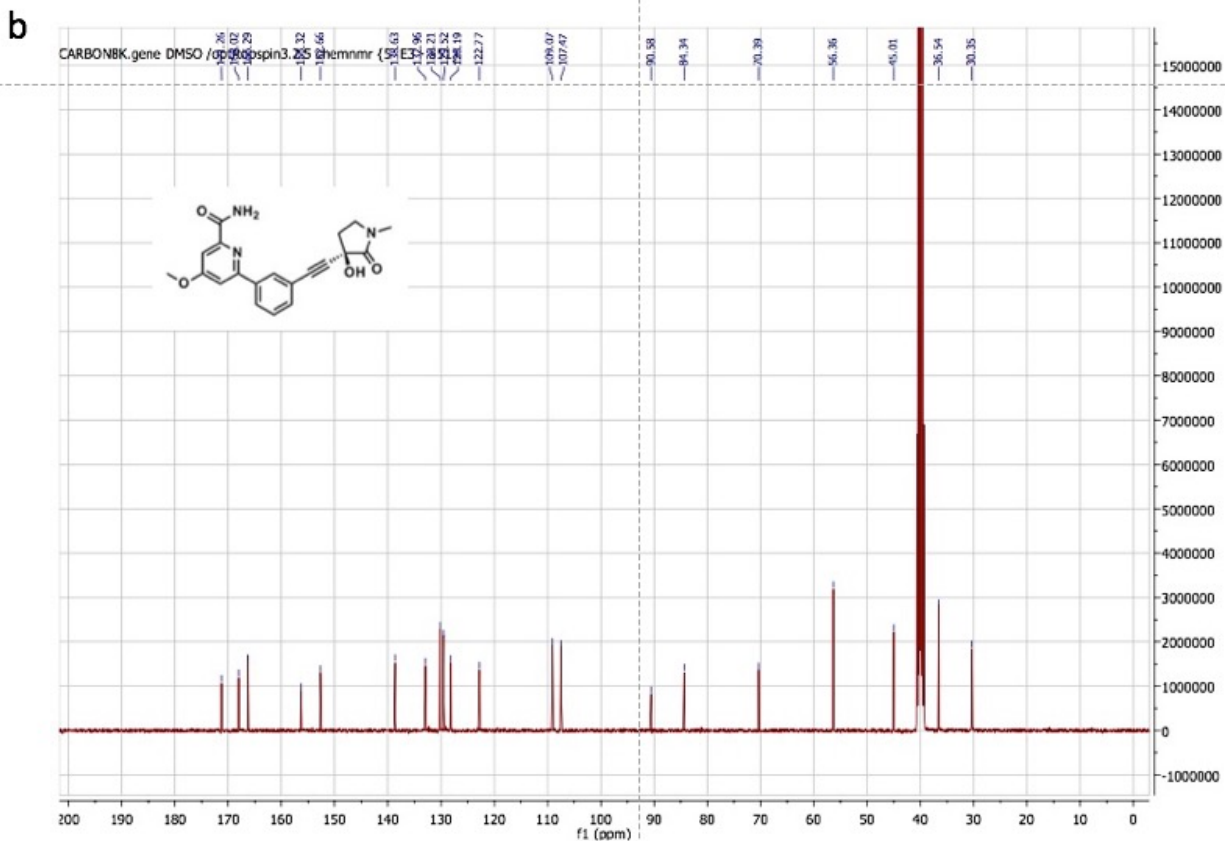

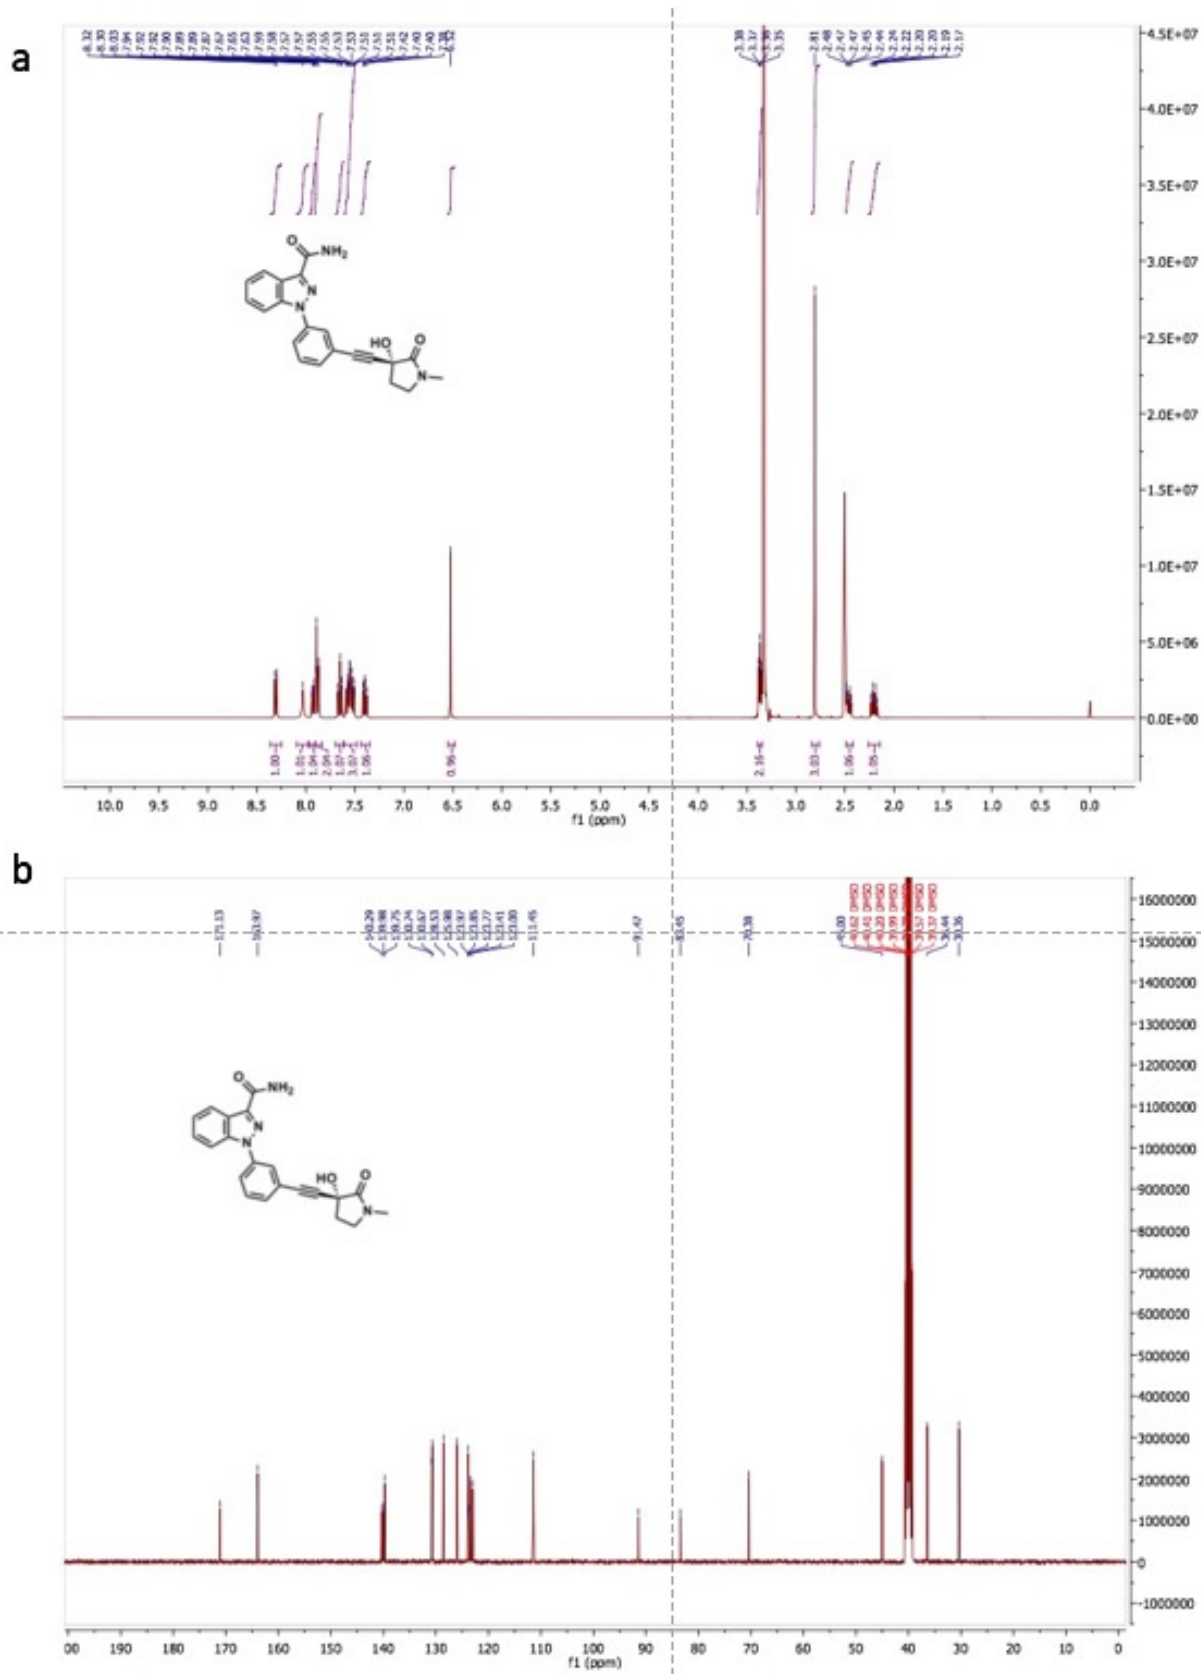

Supplementary Figure 16.  $^1\text{H}$  NMR spectra (a) and  $^{13}\text{C}$  NMR spectra (b) of NIK SMI2

**Supplementary Table 1.** Kinase selectivity of NIK SMI1 against 222 kinase panel

NIK SMI1 was used at 1  $\mu$ M, except in the NIK kinase assay, where the concentration was 0.1  $\mu$ M. Red, > 90% inhibition; orange, 70 - 90% inhibition; yellow, 50 - 70% inhibition; green, <50% inhibition by NIK SMI1. Km app, apparent Michaelis constant; NA, competitive binding assay containing no ATP, using a tracer instead.

| Assay                                                |                       | NIK SMI1<br>Potency      | NIK SMI2<br>Potency      |
|------------------------------------------------------|-----------------------|--------------------------|--------------------------|
| Human NIK Enzymatic assay                            | $K_i$ , nM            | $0.230 \pm 0.170$<br>n=2 | $0.230 \pm 0.226$<br>n=2 |
| Mouse NIK Enzymatic assay                            | $K_i$ , nM            | $0.395 \pm 0.226$<br>n=4 | 0.84<br>n=1              |
| HeLa anti-LT $\beta$ R nuclear p52                   | IC <sub>50</sub> , nM | $70.0 \pm 48.0$<br>n=5   | $43.0 \pm 24.0$<br>n=5   |
| HeLa anti-LT $\beta$ R nuclear RelA                  | IC <sub>50</sub> , nM | >2000<br>n=8             | >2000<br>n=10            |
| Human B cell survival                                | IC <sub>50</sub> , nM | $189 \pm 80.4$<br>n=3    | $360 \pm 122$<br>n=2     |
| Mouse B cell survival                                | IC <sub>50</sub> , nM | $373 \pm 64$<br>n=2      | $1748 \pm 573$<br>n=4    |
| Human B cell anti-CD40 induced ICOSL                 | IC <sub>50</sub> , nM | $84.6 \pm 50.0$<br>n=4   | $58.7 \pm 50.6$<br>n=3   |
| Human Monocyte Derived DC anti-CD40 induced IL-12p40 | IC <sub>50</sub> , nM | $95.8 \pm 9.0$<br>n=3    | $60.7 \pm 39.3$<br>n=5   |
| Human B cell anti-IgM proliferation                  | IC <sub>50</sub> , nM | >10,000<br>n=3           | >10,000<br>n=2           |
| Human B cell anti-CD40 proliferation                 | IC <sub>50</sub> , nM | >10,000<br>n=2           | >10,000<br>n=2           |

**Supplementary Table 2.** Molecular and cellular potency of NIK SMI1

Data are represented as mean + standard deviation of the average for the number (n) of experiments conducted. For assay conditions and details, please refer to methods and materials.

| Target       | Species     | Clone      | Fluorochrome | Vendor                    | Method                        |
|--------------|-------------|------------|--------------|---------------------------|-------------------------------|
| B220         | Mouse       | RA3-6B2    | Pacific Blue | BD Biosciences            | FACS                          |
| b-Actin      | Mouse/Human | polyclonal | N/A          | Cell Signaling Technology | Western                       |
| BR3-mIgG2a   | Mouse       | N/A        | N/A          | Genentech, Inc            | in vivo                       |
| CD4          | Mouse       | RM4-5      | eFluoro450   | eBiosciences              | FACS                          |
| CD5          | Mouse       | 53-7.3     | PerCP-Cy5.5  | eBiosciences              | FACS                          |
| CD8          | Mouse       | 53-6.7     | FITC         | BD Biosciences            | FACS                          |
| CD20         | Human       | 2H7        | APC          | BD Biosciences            | FACS                          |
| CD21         | Mouse       | 7G6        | FITC         | BD Biosciences            | FACS                          |
| CD23         | Mouse       | B3B4       | PE           | BD Biosciences            | FACS                          |
| CD24         | Mouse       | M1/69      | PerCP-Cy5.5  | BD Biosciences            | FACS                          |
| CD38         | Mouse       | 90         | AF700        | eBiosciences              | FACS                          |
| CD40         | mouse       | 37.51      | N/A          | BD Biosciences            | in vitro stimulation          |
| CD40L        | mouse       | N/A        | N/A          | Genentech, Inc            | in vivo                       |
| CD44         | Mouse       | 1M7        | FITC         | BD Biosciences            | FACS                          |
| CD44         | Mouse       | 1M7        | APC          | BD Biosciences            | FACS                          |
| CD62L        | Mouse       | MEL-14     | PE           | BD Biosciences            | FACS                          |
| CD95         | Mouse       | Jo2        | PE-Cy7       | BD Biosciences            | FACS                          |
| CD138        | Mouse       | 281-2      | PE           | BD Biosciences            | FACS                          |
| CXCR5        | Mouse       | SPRCL5     | PE           | eBiosciences              | FACS                          |
| GL7          | Mouse       | GL7        | Biotin       | eBiosciences              | FACS                          |
| Histone H3   | Mouse/Human | polyclonal | N/A          | Cell Signaling Technology | Western                       |
| ICOS         | Mouse       | C398.4A    | PE-Cy7       | BD Biosciences            | FACS                          |
| ICOSL        | Human       | MIH12      | Biotin       | eBiosciences              | FACS                          |
| IgD          | Mouse       | 11-26c.2a  | APC-Cy7      | BD Biosciences            | FACS                          |
| IgM          | Mouse       | 11/41      | FITC         | BD Biosciences            | FACS                          |
| IgM          | Mouse       | 11/41      | APC          | Biolegend                 | FACS                          |
| IgM          | Human       | polyclonal | N/A          | Southern Biotech          | in vitro stimulation          |
| Lamin B1     | Mouse/Human | polyclonal | N/A          | Cell Signaling Technology | Western                       |
| LTbR         | Human       | polyclonal | N/A          | R&D Systems               | HeLa p52 High Content imaging |
| p52/p100     | Human       | 05-361     | N/A          | Millipore                 | HeLa p52 High Content imaging |
| p52/p100     | Mouse/Human | polyclonal | N/A          | Cell Signaling Technology | Western                       |
| PD1          | Mouse       | J43        | APC          | eBiosciences              | FACS                          |
| RelA         | Mouse/Human | polyclonal | N/A          | Santa Cruz                | HeLa p52 High Content imaging |
| RelA-phospho | Mouse/Human | polyclonal | N/A          | Cell Signaling Technology | Western                       |
| Streptavidin | N/A         | N/A        | V500         | BD Biosciences            | FACS                          |
| Streptavidin | N/A         | N/A        | PE           | BD Biosciences            | FACS                          |

**Supplementary Table 3** Commercial antibodies used in these studies

| Gene          | Species | Probe Set     | Vendor            |
|---------------|---------|---------------|-------------------|
| AID (ACDIA)   | Human   | Mm01184115_m1 | Life Technologies |
| CCL2          | Mouse   | Mm00441242_m1 | Life Technologies |
| CCL3          | Mouse   | Mm00441259_g1 | Life Technologies |
| CCL5          | Mouse   | Mm01302427_m1 | Life Technologies |
| CCL5          | Human   | Hs00982282_m1 | Life Technologies |
| CCL9          | Mouse   | Mm00441260_m1 | Life Technologies |
| CXCL11        | Mouse   | Mm00444662_m1 | Life Technologies |
| CXCL13        | Mouse   | Mm04214185_s1 | Life Technologies |
| CXCL16        | Mouse   | Mm00469712_m1 | Life Technologies |
| CXCR5         | Mouse   | Mm00432086_m1 | Life Technologies |
| GAPDH         | Mouse   | Mm99999915_g1 | Life Technologies |
| HPRT          | Mouse   | Mm03024075_m1 | Life Technologies |
| HPRT          | Human   | Hs02800695_m1 | Life Technologies |
| ICAM1         | Mouse   | Mm00516023_m1 | Life Technologies |
| ICOS          | Mouse   | Mm00497600_m1 | Life Technologies |
| ICOSL         | Mouse   | Mm00497237_m1 | Life Technologies |
| IgJ (J chain) | Mouse   | Mm00461780_m1 | Life Technologies |
| IL-21         | Mouse   | Mm0051764_m1  | Life Technologies |
| MMP9          | Mouse   | Mm00442991_m1 | Life Technologies |
| MMP9          | Human   | Hs00234579_m1 | Life Technologies |
| RPL19         | Mouse   | Mm02601635_g1 | Life Technologies |
| TNF           | Mouse   | Mm00443258_m1 | Life Technologies |
| TWEAKR (Fn14) | Human   | Mm01302476_s1 | Life Technologies |
| VCAM1         | Mouse   | Mm01320970_m1 | Life Technologies |

**Supplementary Table 4.** Taqman gene expression assay primer-probe sets used for these studies

## Supplementary Methods

### *Synthesis of NIK SM11*

*Step 1: Potassium (S)-trifluoro(3-((3-hydroxy-1-methyl-2-oxopyrrolidin-3yl)ethynyl)phenyl)borate.*

The following reaction was run in two equal batches: A solution of  $\text{KHF}_2$  (66.8 g, 855 mmol, 4.0 equivalents) in water (212 mL) over 5 min to a solution of 3-iodophenylboronic acid (53 g, 213 mmol) in MeOH (424 mL). The gel/suspension was stirred at room temperature (RT) for 2h. The combined reactions were concentrated to remove methanol and placed in the fridge (2°C) for 18 h. The solid was collected by filtration and washed with cold water (2x 300 mL), hexane (3 x 100 mL) and the solid dried under vacuum for 2 days to give a total of 141 g of potassium trifluoro-(3-iodophenyl)boranide as a white solid;  $^1\text{H}$  nuclear magnetic resonance (NMR) ( $\text{DMSO-d}_6$ )  $\delta$  7.62 (s, 2H), 7.39 (d,  $J = 7.1$  Hz, 1H), 7.30 (d,  $J = 7.1$  Hz, 1H), 6.92 (t,  $J = 7.5$  Hz, 1H).

The following reaction was run in two equal batches: A suspension of potassium trifluoro-(3-iodophenyl)boranide (29.75 g, 96 mmol), (*R*)-3-ethynyl-3-hydroxy-1-methylpyrrolidin-2-one (14.7 g, 106 mmol, 1.1 equivalents) and CuI (2.01 g, 10.6 mmol, 0.11 equivalents) in *N,N*-dimethylformamide (DMF) (147 mL) was treated with  $\text{Pd(PPh}_3)_2\text{Cl}_2$  (7.4 g, 10.6 mmol, 0.11 equivalents). The reaction mixture was sparged with nitrogen for 5 min. Triethylamine was then added (74 mL, 528 mmol, 5.5 equivalents). The light brown solution was heated at 40°C for 1.5 h, and subsequently concentrated and azeotroped with heptanes (2x 250 mL). Water was added (350 mL) and stirred for 15 min, then the precipitate was filtered, washed with water (2 x 50 mL) and the filtrate was concentrated. The mixture was azeotroped with acetone (2x 250 mL) and dichloromethane (2 x 250 mL). Trituration with dichloromethane (DCM) (500 mL) for 1h delivered a solid that was filtered, washed with dichloromethane (2 x 100 mL) and dried under vacuum for 18 h. The combined reactions gave 55.1 g (90%) of potassium (S)-trifluoro(3-((3-hydroxy-1-methyl-2-oxopyrrolidin-3yl)ethynyl)phenyl)borate as a pale orange solid. Liquid chromatography–mass spectrometry (LC-MS) (Electrospray (ES),  $m/z$ ): 280  $[\text{M-K}]^-$ ;  $^1\text{H}$  NMR ( $\text{DMSO-d}_6$ )  $\delta$  7.35 (bs, 1H), 7.32-7.28 (m, 1H), 7.12-7.06 (m, 2H), 6.35 (s, 1H), 2.82-2.78 (m, 2H), 2.39 (td,  $J = 5.4$  and 7.1 Hz, 1H), 2.14 (td,  $J = 5.2$  and 7.5 Hz,

1H). <sup>13</sup>C NMR (101 MHz, DMSO) δ 171.19, 134.86, 131.79, 127.96, 126.41, 119.58, 87.77, 85.74, 69.81, 44.48, 36.26, 29.84. C-3 aryl carbon not observed. High resolution mass spectrometry (HRMS) (Electrospray Ionization (ESI)+): m/z calculated for C<sub>11</sub>H<sub>13</sub>O<sub>3</sub>N<sub>4</sub> B(boronic acid)+ 260.1075, found 260.1081.

*Step 2: (R)-6-(3-((3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl)ethynyl)phenyl)-4-methoxypicolinamide (NIK SM11).*

A 500 mL flask under inert atmosphere of nitrogen was charged with ethanol (300 mL), water (50 mL), 6-bromo-4-methoxypyridine-2-carboxamide (14.4 g, 62.325 mmol), potassium (*S*)-trifluoro(3-((3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl)ethynyl)phenyl)borate (20 g, 63 mmol, 1 equivalents), Pd(PPh<sub>3</sub>)<sub>2</sub>Cl<sub>2</sub> (4.37 g, 6.3 mmol, 0.10 equivalents), sodium carbonate (13.2 g, 125 mmol, 2.0 equivalents). The resulting solution was stirred overnight at 90°C. The solids were removed by filtration and discarded. The resulting solution was concentrated under vacuum. The residue was purified by flash column chromatography, (ethylacetate/petroleum ether 100/1). The crude product was purified by reverse-phase column chromatography with the following conditions: column, XBridge Prep C18 OBD Column, 50\*200mm 25um~35nm; mobile phase, water with 10mmol NH<sub>4</sub>HCO<sub>3</sub> and MeCN (20.0% MeCN up to 40.0% in 30 min); detector, UV 254/220nm. This purification resulted in 12.965 g (57%) of 6-(3-[2-[(3*R*)-3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl]ethynyl]phenyl)-4-methoxypyridine-2-carboxamide as an off-white solid. LC-MS (ES, *m/z*): 366 [M+H]<sup>+</sup>. <sup>1</sup>H NMR (400 MHz, DMSO-*d*<sub>6</sub>) δ 8.36 – 8.30 (m, 2H), 8.30 – 8.28 (m, 1H), 7.71 (d, *J* = 2.5 Hz, 2H), 7.56 – 7.48 (m, 3H), 6.46 (s, 1H), 3.98 (s, 3H), 3.37 (dd, *J* = 7.2, 5.8 Hz, 2H), 2.81 (s, 3H), 2.48 – 2.43 (m, 1H), 2.20 (dt, *J* = 12.8, 7.2 Hz, 1H). <sup>13</sup>C NMR (101 MHz, DMSO) δ 171.28, 168.04, 166.31, 156.34, 152.68, 138.64, 132.97, 130.22, 129.53, 128.21, 122.78, 109.09, 107.48, 90.59, 84.35, 70.40, 56.37, 45.01, 36.54, 30.35. (Supplementary Fig. 15).

HRMS (ESI+): m/z calculated for C<sub>20</sub>H<sub>20</sub>O<sub>4</sub>N<sub>3</sub> (M+H)<sup>+</sup> 366.1448, found 366.1444

### ***Synthesis of NIK SM12***

*Step 1: 1-(4-iodo-2-pyridyl)indazole-3-carboxylic acid.*

To a solution of methyl 1H-indazole-3-carboxylate (1.0 equivalents, 100 mg, 0.57 mmol) and cesium carbonate (2.0 equivalents, 370 mg, 1.14 mmol) in DMF (1.1 mL) was added 2-fluoro-4-iodo-pyridine (1.1 equivalents, 139 mg, 0.62 mmol). The reaction was heated to 100 °C for 3 hours whereupon the reaction mixture was then acidified to pH 1 with 10% HCl and extracted with dichloromethane (3x). The organic layers were combined, dried over sodium sulfate and concentrated to afford 205 mg of crude 1-(4-iodo-2-pyridyl)indazole-3-carboxylic acid which was used in the next step without purification.

*Step 2: (R)-1-(3-((3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl)ethynyl)phenyl)-1H-indazole-3-carboxamide (NIK SMI2)*

*Step 2a: Methyl 1-(3-bromophenyl)-1H-indazole-3-carboxylate.*

In a 20-mL sealed tube purged and maintained with an atmosphere of oxygen, a suspension of methyl 1H-indazole-3-carboxylate (500 mg, 2.8 mmol), (3-bromophenyl)boronic acid (852 mg, 4.2 mmol, 1.5 equivalents), and copper(II) acetate (155 mg, 0.85 mmol, 0.3 equivalents) in DMF (5.7 mL)/pyridine (0.7 mL) was heated at 2 h at 90°C. The resulting mixture was concentrated under vacuum and diluted with 10 mL of water. The mixture was extracted with ethyl acetate (90 mL) and the organic layers were combined and dried over anhydrous sodium sulfate. The residue was purified by flash column chromatography (ethyl acetate/petroleum ether 1:20), to give 400 mg (43%) of methyl 1-(3-bromophenyl)-1H-indazole-3-carboxylate as a white solid. LC-MS (ES, m/z): 331, 333 [M+H]<sup>+</sup>.

*Step 2b: Methyl (R)-1-(3-((3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl)ethynyl)phenyl)-1H-indazole-3-carboxylate.*

In a 5-mL sealed tube purged and maintained with an atmosphere of nitrogen, a suspension of methyl 1-(3-bromophenyl)-1H-indazole-3-carboxylate (150 mg, 0.45 mmol), (3R)-3-ethynyl-3-hydroxy-1-methylpyrrolidin-2-one (126 mg, 0.91 mmol, 2.0 equivalents), Pd(PPh<sub>3</sub>)<sub>2</sub>Cl<sub>2</sub> (96 mg, 0.14 mmol, 0.30 equivalents) in triethylamine (1 mL) and dimethyl sulfoxide (1 mL) was irradiated with microwave radiation for 1.5 h at 90 °C. The reaction was quenched by addition of 10 mL of saturated brine and extracted with ethyl acetate (90 mL). The organic layers were combined, washed with 20 mL of saturated brine, and dried over anhydrous sodium sulfate.

Concentration under vacuum left a residue that was purified by a flash column chromatography, (ethyl acetate/petroleum ether 1:1), to give 130 mg (74%) of methyl 1-(3-[2-[(3R)-3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl]ethynyl]phenyl)-1H-indazole-3-carboxylate as a yellow solid. LC-MS (ES,  $m/z$ ): 390  $[M+H]^+$ .

*Step 2c: (R)-1-(3-((3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl)ethynyl)phenyl)-1H-indazole-3-carboxamide*

A solution of methyl 1-(3-[2-[(3R)-3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl]ethynyl]phenyl)-1H-indazole-3-carboxylate (130 mg, 0.33 mmol) in methanol (saturated with ammonia, 20 mL) was stirred overnight at 40 °C. The resulting mixture was concentrated under vacuum. The crude product was purified by preparative high-pressure liquid chromatography (Prep-HPLC) with the following conditions: column, Xselect C18 19x150 mm; mobile phase, water with 0.05% NH<sub>3</sub> and MeCN (20.0% MeCN up to 35.0% in 8 min); detector, 254/220 nm. This resulted in 49.6 mg (40%) of 1-(3-[2-[(3R)-3-hydroxy-1-methyl-2-oxopyrrolidin-3-yl]ethynyl]phenyl)-1H-indazole-3-carboxamide as a white solid. LC-MS (ES,  $m/z$ ): 375  $[M+H]^+$ . <sup>1</sup>H NMR (400 MHz, DMSO-*d*<sub>6</sub>)  $\delta$  8.31 (d,  $J$  = 8.2 Hz, 1H), 8.03 (s, 1H), 7.95 – 7.91 (m, 1H), 7.91 – 7.84 (m, 2H), 7.68 – 7.63 (m, 1H), 7.61 – 7.48 (m, 3H), 7.40 (dd,  $J$  = 8.1, 6.9 Hz, 1H), 6.52 (s, 1H), 3.37 (dd,  $J$  = 7.3, 5.5 Hz, 2H), 2.81 (s, 3H), 2.49 – 2.42 (m, 1H), 2.20 (dt,  $J$  = 12.7, 7.1 Hz, 1H). <sup>13</sup>C NMR (101 MHz, DMSO) 171.15, 163.99, 140.30, 140.00, 139.76, 130.76, 130.69, 128.54, 125.99, 123.98, 123.86, 123.78, 123.42, 123.01, 111.46, 91.48, 83.46, 70.39, 45.00, 36.44, 30.36 (Supplementary Fig. 16).

HRMS (ESI+):  $m/z$  calculated for C<sub>21</sub>H<sub>19</sub>O<sub>3</sub>N<sub>4</sub> (M+H)<sup>+</sup> 375.1452, found 375.1446

How the deposited data were processed for this re-analysis (not part of the article)

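Gene expression was measured by RNASeq in 18 samples of primary murine RPTEC, 3 in each of 6 groups: vehicle, TWEAK at 100 ng/mL, and TWEAK with 3 μM NIK SMI1, each at 6 h and 24 h. The authors aligned single-end reads to the mouse genome (NCBI build 37) with GSNAP through HTSeqGenie and deposited raw counts, the number of uniquely aligned reads within the exons of each gene, with no normalization. In the same files the authors also gave RPKM values, scaled by the exonic length of the gene and by the total reads of the sample, together with that length. All tests used the counts, and the RPKM values entered no test. The files name 36528 genes by Entrez Gene identifier. Symbols, positions and GC content were taken from the GENCODE M21 annotation and the GRCm38 genome by matching identifiers, because the reference at hand for the re-analysis was not of build 37. No position was converted between builds. For identifiers without a match, the identifier is printed in place of a symbol.

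Between 18040966 and 51956444 reads per sample were counted (median 35374254), so that 3 reads, the smallest count reported as a level, correspond to 0.05774 to 0.1663 CPM. A gene was tested if it had more than 10 reads in at least 4 samples, the filter of the paper's methods, which kept 15521 genes. The 18 samples were fitted as 6 groups in edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit, glmQLFTest) under R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method. Standard errors of log2 fold changes were obtained from the F statistic of the quasi-likelihood test. Levels of single genes are means and SDs of CPM over the 3 samples of a group. The labels give no replicate numbers, so the numbers 1 to 3 used for samples only tell the samples of a group apart.

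TWEAK inducible genes had a fold change above 2 and an adjusted p-value below 0.05 for TWEAK against vehicle, and inhibited genes had in addition a decrease of more than 1.5-fold and an adjusted p-value below 0.05 for TWEAK with NIK SMI1 against TWEAK, as in the legend of Fig. 4b. The legend does not say whether its p-values are adjusted, and the adjusted ones were used because the methods use them for the kidney data. TWEAK repressed genes were called by the same cut-offs in the other direction. Differences of an effect between 6 h and 24 h were tested as interaction contrasts. Shares of genes are given with 95% Wilson intervals. The spread of the median share of induction removed is the SD of the medians obtained from each of the 3 samples with NIK SMI1, compared with the means of the TWEAK and vehicle samples on the log2 scale of CPM with 0.1 added.

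The genes named in the text were chosen by a rule written before the files arrived: every gene the paper names for the RPTEC data, and for each time point the 5 genes with the largest change among the inhibited, the not inhibited, the not inducible but lowered, and the repressed genes, restricted to genes whose samples separate completely. Lists of genes of the TWEAK and non-canonical NF-κB pathways and of cell-type markers were also allowed. The marker list was extended after reads of pancreatic islet genes and of the Y chromosome had been seen in the data.

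Alternatives set before the files arrived were DESeq2 1.42.0 with and without shrunken fold changes, the size factors of DESeq2 in edgeR, no filter or filterByExpr in place of the paper's filter, glmTreat, unadjusted p-values, a fit of each time point alone, inhibition measured against a TWEAK sample that was not used to call induction, inhibition without the 1.5-fold cut-off, other ways to combine the time points, a linear in place of the log2 scale, and leaving out each sample in turn. The share of genes inhibited at either time point was added as a result after the files had been seen. The scripts were tested on simulated data with 200 changed genes, in which all simulated induced and inhibited genes were recovered (100%) and 0 unchanged genes were called. The changed genes were well expressed, their changes exceeded the cut-offs, and every gene had the same spread. Recovery was therefore easy by design. It checks the scripts and does not measure how many weakly expressed genes or changes near the cut-offs are found. The kidney data of Fig. 4h, the qRT-PCR data and the human RPTEC data are not in the files analysed here and were left out.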

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

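The comparisons, cut-offs and alternatives were set before the processed files arrived, except where a later choice is named. Of the results flagged, those for the difference between time points and for repressed genes come from comparisons set in advance, while the islet reads were noticed in the data. The sequencing lane and the library batch of each sample are not in the labels. None of the patterns can therefore be told apart from a batch difference that runs along the groups, and none is called biological here.

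The effect of TWEAK differed between 6 h and 24 h for 1383 genes by the interaction test of edgeR (adjusted p-value below 0.05). Its log2 fold change was higher at 24 h for 503 of them and lower for 880. The effect of NIK SMI1 differed for 735 genes, with a higher log2 fold change at 24 h for 483 and a lower one for 252. A lower value can be a weaker rise or a stronger decrease, so these numbers do not tell whether effects grew or shrank. Both sets of genes were flagged because the same contrast gave different effects at the 2 time points. Only 116 of the genes with a different TWEAK effect and 46 of those with a different NIK SMI1 effect were TWEAK inducible. Of the 735 genes, 713 had a difference opposite in sign to that of the TWEAK effect, but both contrasts use the same 6 TWEAK samples, so noise in those samples alone would push the differences apart in this way. When the time labels were shuffled within each treatment, 9 of 100 arrangements (the real one included) gave as many genes for TWEAK, the largest other one 3022, and 13 of 100 gave as many for NIK SMI1, the largest other one 7199. Such shuffles do not isolate the interaction, because moving samples between time points in 1 treatment and not in the other turns the difference between 6 h and 24 h itself into an apparent difference of the effect. They therefore neither exclude the grouping of the samples as an explanation nor point to it. Other technical explanations were tested with predictions made in advance. With every sample thinned to the smallest library, 1045 and 498 genes passed, a count that does not tell which of the genes were the same. After a correction for gene length and GC content, available for 84.22% of the tested genes, there were 1887 and 552. The size factors of DESeq2 gave 1377 and 726, and keeping overlapping genes with nearly the same counts once gave 1377 and 735. Each stayed above the level of 50% of the main count that had been set as the limit. The test of overlapping genes could not have gone below it, since only 47 tested genes were left out, which are too few to account for the counts. The size factors compare 2 normalizations and do not exclude an error common to both. Thinning and the correction for length and GC content did not lower the counts past the limit. The grouping of the samples and an unrecorded batch were not excluded.

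TWEAK lowered 84 genes more than 2-fold at 6 h and 445 at 24 h, of which NIK SMI1 raised 22 and 182 by more than 1.5-fold (adjusted p-value below 0.05 for each). They were flagged because the paper reports on induced genes only. Of the repressed genes, 51 were shared by both time points. The log2 fold change with NIK SMI1 was positive for 79 of the 84 genes and 415 of the 445, and the inhibitor reversed a median of 48.724% and 46.055% of the log2 repression. Among genes with complete separation of the samples, the largest decreases at 24 h were those of Synpr, from 1.591 ± 0.14 to 0.1145 ± 0.0633 CPM (SD, n = 3 each; log2 fold change −3.671, standard error 0.325, adjusted p = 4.48e-10), and of Hpca, Upk3b, Serpinb11 and Zim1. In all of them the 3 TWEAK samples lay below the 3 vehicle samples. Synpr rose to 0.347 ± 0.034 CPM with NIK SMI1 (log2 fold change 1.479, adjusted p = 0.00977). Leaving out single samples moved this rise between 1.165 and 2.136, with an adjusted p-value of 0.0744 at most in edgeR, so the call needed every sample. St8sia1 fell at both time points, with log2 fold changes of −1.764 and −2.478 (adjusted p = 4.59e-10 and 1.4e-13). In 1 of the 10 splits of the 6 samples, the real one, as many genes were repressed at 6 h, and likewise 1 of 10 at 24 h, the smallest share that 3 samples against 3 can give. Of 100 relabelings of the samples of each time point among the 3 treatments, 1 gave as many repressed and raised genes at 6 h and 2 at 24 h. Since the TWEAK samples enter both contrasts, repression was also called from 2 TWEAK samples and the effect of NIK SMI1 measured against the remaining one, which kept at least 66.95% of the median effect. With thinned libraries the counts were 86 and 16 at 6 h and 430 and 143 at 24 h. After the correction for length and GC content they were 88 and 17, and 442 and 176. With the size factors of DESeq2 they were 86 and 22, and 445 and 181, and with overlapping genes kept once they were unchanged at 84 and 22, and 445 and 182. None of these tests lowered a count below 50% of its main value. At 24 h the test of overlapping genes could not have done so, since only 47 tested genes were left out. A candidate explanation is that TWEAK may also lower genes through NIK. The share of 1 in 10 splits cannot by itself exclude the grouping of the samples for the repressed genes. No other split gave any repressed gene, against 84 at 6 h and 445 at 24 h in the real one. Each other split mixes samples of both groups, so a strong separation of the 2 groups leaves few genes there whatever its cause. These counts therefore exclude neither such a grouping nor a batch that runs along the groups.

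Reads of the insulin gene Ins2 and of 10 other pancreatic islet genes noticed with it were found in 14 of the 18 samples, where Ins2 had between 2.032 and 15.31 reads in 1e+06 counted reads. The other 4 samples had 0 reads of Ins2 and few of the others. They were the 3 with TWEAK and NIK SMI1 at 24 h and 1 of the 3 with TWEAK at 24 h. This was flagged because the paper does not discuss these genes. The genes came to notice as lowered by NIK SMI1 at 24 h. An effect of NIK SMI1 on the cultures is not borne out, since the TWEAK samples at 24 h had 6.653, 0 and 2.032 of the same unit and differed as widely as the groups. That prediction was made only after the counts had been seen. For reads from islet libraries, a list of islet genes was drawn up before their counts were looked at. Only 4 of the 17 listed genes with enough reads dropped below 10% in the samples without Ins2 reads, fewer than the prediction required. By a looser measure chosen afterwards, 11 of the 17 fell to less than 50%. The 8 genes of the exocrine pancreas had 34 reads in the 14 samples, against 3905 for Ins2, so whole pancreas is not a source that the data show. The ratio of the other islet reads to Ins2 reads varied only 1.251-fold across the 14 samples, from 1.67 to 2.09, which is consistent with a source of fixed composition present in varying amounts, although that prediction too was made after the counts were known. RNA or reads of another origin may have entered some libraries, but which step they entered at was not tested, and the labels give no lane.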

How the results depend on the processing

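None of the 22 summary results was unchanged under every alternative: of 458 alternative values, 384 stayed close to the main value and 74 moved, where close means within 1.5 times the main value for a count, within the Wilson interval for a share and within 1 SD between samples for a median. Among 286 log2 fold changes of 85 named genes, 155 kept their direction and their side of the 0.05 cut-off throughout. Of their 4862 alternative values, 225 were weaker, 26 stronger and 8 reversed. The replicate block was not run because the labels hold no replicate numbers that pair samples across groups. Every other alternative gave a value, except that glmTreat and the fits of 1 time point do not apply to the interaction counts.

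Testing fold changes against the cut-offs (glmTreat) asks for more than the estimate passing the cut-off, and it cut the counts at 6 h and 24 h to 105 and 174 inducible, 35 and 82 inhibited, 2 and 20 not inducible but lowered, 13 and 35 still above vehicle, 8 and 154 repressed, and 0 and 29 repressed and raised genes. The share inhibited was then 33.33% and 47.13% (46.49% at either time point), the median share of induction removed 44.51% and 45.52%, the genes inhibited at either time point 86, and the genes of Fig. 4d and Fig. 4h past the cut-offs 17 and 18. Shrunken fold changes of DESeq2 pull the estimates of weakly expressed genes toward 0. They gave 139 and 214 inducible, 26 and 54 still above vehicle, 14 and 204 repressed, and 7 and 99 repressed and raised genes. The share inhibited rose to 61.15% and 66.36% (69.53% at either time point), and the median share removed at 24 h to 50.72%.

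Unadjusted p-values let in more genes, with 113 and 123 not inducible but lowered genes, 35 repressed and raised genes at 6 h, a share inhibited of 55.48% at 6 h, and 3244 and 2880 genes with a TWEAK or NIK SMI1 effect that differed between time points. Calling induction from 2 TWEAK samples and measuring NIK SMI1 against sample 1, 2 or 3 removes the noise that both contrasts share and leaves a single TWEAK sample for the second. The share inhibited was then 38.8%, 33.2% and 36.22% at 6 h, 40.78%, 46.96% and 49.42% at 24 h, and 41.87%, 44.42% and 46.91% at either time point, and the median share removed was 46.97%, 42.47% and 46.63% at 6 h and, against samples 1 and 2, 45.7% and 45.52% at 24 h. Counting any significant decrease raised the share inhibited to 60.89% and 71.35% (67.75% at either time point). The linear scale gave medians of 62.94% and 62.43%, since a given log2 decrease removes more of a large induction on that scale. Requiring both time points left 95 of the 237 genes.

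Leaving out 1 sample at a time moved the not inducible but lowered genes at 6 h between 29 and 48, the share inhibited between 40.07% and 50.59% at 6 h, the median share removed between 44.01% and 50.16% at 6 h and between 45.79% and 48.93% at 24 h, and the genes whose NIK SMI1 effect differed between 388 and 1086. The fits with 1 sample less have a less precise estimate of the spread in that group. Reversed directions of single genes all came from leaving out 1 sample and concern values near 0 with large errors. They were the NIK SMI1 log2 fold changes at 6 h of Col5a3 (from −0.3411 to 0.08754), GeneID:11871 (from −0.4637 to 0.05405) and Fign (from −0.1524 to 0.5902), and the TWEAK log2 fold changes at 24 h of GeneID:100043072 (from −0.665 to 0.4061) and Nefm (from −1.168 to 0.01409). Depth limits the weakly expressed genes most: of the named genes, Ubd had too few reads to be tested, and Tnf, Cd83 and Spib stayed below 1.5 CPM in every group on average.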

Differences from the paper's values

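The largest log2 fold change with TWEAK at 6 h was 6.368, for Cd83 (standard error 1.14), and the paper's plot reaches about 5.0 in Fig. 4c, read by eye. Cd83 had no read in any vehicle sample at 6 h. The reads therefore do not fix the size of its fold change, and no conclusion is drawn from this gap. Of the alternatives set before the files arrived, the shrunken fold changes of DESeq2 came nearest to the paper's value. The largest was then that of another gene, Ccl9, with 4.773, which still differed by more than its standard error of 0.105. DESeq2 without shrinkage gave 5.933 for Cd83, farther from the paper's value but within its larger standard error of 1.31. No other alternative, every fit that left out 1 sample included, closed the gap. The largest value at 24 h was 9.069, for Pglyrp2 (standard error 0.29), against about 6.0 in Fig. 4c, read by eye. None of the alternatives closed this gap. The shrunken fold changes of DESeq2 came nearest, with 5.084 for Ccl9 (standard error 0.108), while Pglyrp2 then had 4.727. DESeq2 without shrinkage gave 9.275 for Pglyrp2.

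The lowest log2 fold change with NIK SMI1 among TWEAK inducible genes was −4.667 at 6 h, for Ccdc33 (standard error 0.858), and the paper's plot reaches about -2.5 in Fig. 4c, read by eye. At 24 h it was −5.607, for Cd83 (standard error 0.799), against about -3.7 in Fig. 4c, read by eye. At both time points the shrunken fold changes of DESeq2 alone closed the gap, and no other alternative set before the files arrived did. The lowest values were then those of another gene, Pglyrp2, with −2.556 at 6 h and −3.827 at 24 h.

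The paper reports 179 genes induced by TWEAK and repressed by NIK SMI1, against 237 here, a difference of less than 1.5-fold. DESeq2, the tool of the paper's methods, gave 221, and 162 with shrunken fold changes. Fits that left out 1 sample gave between 218 and 242. Differences of more than 1.5-fold came from glmTreat (86), requiring both time points (95), unadjusted p-values (276) and counting any significant decrease (292). Settings with a single TWEAK sample for the inhibitor contrast came close to 179, which does not identify how the paper's count was obtained.

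The paper states that most of the TWEAK inducible genes were inhibited, without giving a time point. By its cut-offs, the share in edgeR was 46.49% at 6 h and 56.75% at 24 h. Over both time points it was 54.99% (95% Wilson interval from 50.27% to 59.62%), a result added after the files had been seen. The share over both time points stayed between 51.75% and 57.59% when single samples were left out. The paper's methods name DESeq2 with default parameters and no version, so its fold changes may have been shrunken as in older versions. With such shrunken fold changes the inhibited genes were a majority at each time point, 61.15% and 66.36%. The edgeR share at 6 h therefore does not contradict the paper's statement. With glmTreat, and in the settings with a single TWEAK sample for the inhibitor contrast, inhibited genes were a minority of the inducible ones. Across the alternatives, the share lay between 33.2% and 61.15% at 6 h and between 40.78% and 71.35% at 24 h, and the shrunken fold changes of DESeq2 gave 61.15% and 66.36%. The paper names Cxcl13 among the chemokines that TWEAK induces in RPTEC through NIK. Cxcl13 had 0 reads in all samples with vehicle or with TWEAK alone and 2 reads in 1 sample with TWEAK and NIK SMI1 at 24 h. Cxcl11, which the paper names beside it, had no matching identifier.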

Other observations

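Of the 10 splits of the 6 vehicle and TWEAK samples of a time point into groups of 3, only the real one, 1 of 10, gave as many TWEAK inducible genes at 6 h and likewise at 24 h, and no other split gave any. The same held for the genes still above vehicle with NIK SMI1, in splits of the vehicle samples and the samples with NIK SMI1 (1 of 10 at each time point). With 10 splits the share cannot be below 0.1, so the share alone cannot exclude another grouping of the samples. The real splits gave 271 and 363 inducible genes and 75 and 123 genes still above vehicle, against 0 in every other split. Each other split mixes samples of both groups, so a strong separation of the 2 groups leaves few genes there whatever its cause. These counts therefore do not exclude another grouping either. A batch that runs along the groups would not be seen by this test. In 100 relabelings of the 9 samples of a time point among the 3 treatments, the real one included, as many inhibited genes were found in 1 at 6 h, in 2 at 24 h and in 1 for both time points together. As many genes that were not TWEAK inducible and were lowered by NIK SMI1 were found in 2 at 6 h and in 7 at 24 h, so this test does not set the count at 24 h apart from other groupings of the samples. The relabelings keep the differences between the treatments in the data, so a high count in one of them need not arise by chance.

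A gene that by chance is high in the TWEAK samples would seem both induced by TWEAK and lowered by NIK SMI1, because both contrasts use these samples. With induction called from 2 TWEAK samples and the effect of NIK SMI1 measured against the remaining one, the median log2 fold change with NIK SMI1 kept at least 88.38% of its size. The shared samples therefore do not account for the decrease. At 24 h, a library batch marked by islet reads may separate the groups, since the samples with NIK SMI1 all lacked such reads. Measured against the 1 TWEAK sample that lacked them too, 162 inducible genes were inhibited, more than the 50% of 206 set as the limit, so the batch as marked by these reads does not account for most of the inhibition. It was tested with a single TWEAK sample, and lanes are not recorded.

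The genes that did not pass the cut-off for inhibition could be genes with the same partial inhibition as all others and a smaller induction. When every inducible gene was given the median share of induction removed, 67.9% of the genes lay within 2 standard errors of that line at 6 h and 64.46% at 24 h, below the 80% set for this explanation, although the class medians had been seen when it was set. A common share of inhibition therefore does not describe all genes. Of the red genes, 76.55% at 6 h and 75.16% at 24 h lay within that distance of the line.

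Of the 65 genes that were not TWEAK inducible and were lowered by NIK SMI1 at 24 h, 13 had in TWEAK sample 2 less than 10% of the CPM of TWEAK sample 1, fewer than the 25% of the set that reads from pancreatic islet libraries were predicted to give. That prediction was made after the islet reads of each sample had been seen. Reads of islet genes may thus explain part of this set, 11 genes of which are in the islet lists, and not most of it.

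Leukocytes in the cultures could have been a source of the chemokine genes. Of the 6 marker genes of macrophages and other leukocytes set for this test, 1 was above 1 CPM in the vehicle samples, Csf1r with 6.995 ± 1.13 CPM, and Ptprc, Adgre1, Itgam, Tyrobp and Laptm5 were below, so most of the markers speak against that source. Outside the set, Cd14 had 38.31 ± 3.92 CPM and Cd68 13.17 ± 0.572 CPM.

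Xist and genes of the Y chromosome both had reads in all 18 samples, with 254 to 887 reads of Kdm5d per sample. The ratio of Xist to Y chromosome reads lay between 1.59 and 2.399 and so varied 1.509-fold. That spread met the prediction for cells from male and female mice pooled before plating, which was made only after the ratios had been seen. The ratio was mostly lower at 6 h (1.59 to 2.17) than at 24 h (2.01 to 2.4), a shift that the prediction did not cover. No biological explanation was tested for these ratios.

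In the vehicle samples, the epithelial genes Krt8, Krt18, Cdh1 and Epcam had mean levels of 1788, 4469, 1242 and 685.3 CPM. Among genes of the proximal tubule, Slc5a2 had 6.903 CPM and Cubn 3.731 CPM, and Slc34a1, Slc22a6 and Slc22a8 had 0 CPM. Tnf, a gene of the qRT-PCR experiments, had at most 24 reads in any sample. Its log2 fold change with TWEAK was 1.476 at 6 h (standard error 0.459, adjusted p = 0.0185 from edgeR, with all 3 TWEAK samples above all 3 vehicle samples) and 1.316 at 24 h (standard error 0.623, adjusted p = 0.0989), and its decrease with NIK SMI1 was not significant at either time point (adjusted p = 0.273 and 0.272). Ubd, which did not pass the filter, had 0.6502 ± 0.0831 CPM with TWEAK at 24 h (SD, n = 3) and 0.06073 ± 0.027 CPM with NIK SMI1. Of the genes TWEAK inducible at 24 h, 6 Ugt1a genes had nearly the same counts as an overlapping gene, and with such genes kept once, 357 genes were inducible.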
